# Genome-wide identification of vegetative phase transition-associated microRNAs and target predictions using degradome sequencing in *Malus hupehensis*

**DOI:** 10.1186/1471-2164-15-1125

**Published:** 2014-12-17

**Authors:** Libo Xing, Dong Zhang, Youmei Li, Caiping Zhao, Songwen Zhang, Yawen Shen, Na An, Mingyu Han

**Keywords:** Phase change, Malus hupehensis, Small RNA, miRNA targets, Expression profile, Degradome

## Abstract

**Background:**

A long juvenile period between germination and flowering is a common characteristic among fruit trees, including *Malus hupehensis* (*Pamp.*) Rehd., which is an apple rootstock widely used in China. microRNAs (miRNAs) play an important role in the regulation of phase transition and reproductive growth processes.

**Results:**

*M. hupehensis* RNA libraries, one adult and one juvenile phase, were constructed using tree leaves and underwent high-throughput sequencing. We identified 42 known miRNA families and 172 novel miRNAs. We also identified 127 targets for 25 known miRNA families and 168 targets for 35 unique novel miRNAs using degradome sequencing. The identified miRNA targets were categorized into 58 biological processes, and the 123 targets of known miRNAs were associated with phase transition processes. The KEGG analysis revealed that these targets were involved in starch and sucrose metabolism, and plant hormone signal transduction. Expression profiling of miRNAs and their targets indicated multiple regulatory functions in the phase transition. The higher expression level of mdm-miR156 and lower expression level of mdm-miR172 in the juvenile phase leaves implied that these two small miRNAs regulated the phase transition. mdm-miR160 and miRNA393, which regulate genes involved in auxin signal transduction, could also be involved in controlling this process. The identification of known and novel miRNAs and their targets provides new information on this regulatory process in *M. hupehensis*, which will contribute to the understanding of miRNA functions during growth, phase transition and reproduction in woody fruit trees.

**Conclusions:**

The combination of sRNA and degradome sequencing can be used to better illustrate the profiling of hormone-regulated miRNAs and miRNA targets involving complex regulatory networks, which will contribute to the understanding of miRNA functions during growth, phase transition and reproductive growth in perennial woody fruit trees.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1125) contains supplementary material, which is available to authorized users.

## Background

Fruit trees, like most perennial woody plants, have a long juvenile phase before flowering and fruiting [1–3]. Studies of the mechanisms involved in juvenile development and the juvenile to adult phase transition are vital for shortening the juvenile phase and accelerating the breeding of economically beneficial traits in woody plants, especially in apple trees. Rootstock breeding is an important aspect of fruit breeding, since many apple trees are propagated by grafting a scion on a rootstock, such as T337 and M26. Shortening the rootstock’s juvenile phase is necessary for early flowering and fruiting of several scion varieties [4]. Presently, China produces more apples than any other country in the world and up to 90% of the rootstocks are bred using seed propagation [5]. *Malus hupehensis*, which originated in Pingyi, Shandong Province, is an important apple rootstock that undergoes apomixis at a rate greater than 95% [4].

Many species have long juvenile vegetative phases. This may be associated with the biological processes involved in hormone synthesis and metabolism, carbohydrate synthesis and metabolism, and photosynthesis [1, 6]. It has been reported that carbohydrates play an important role in the reproductive development of olive trees, [7] and that the *SQUAMOSA* promoter binding protein (SBP)-box genes *SPL10, SPL11* and *SPL2* control morphological changes in *Arabidopsis* reproduction [8]. Transgenic experiments in *Populus trichocarpa* and *Arabidopsis*, indicate that the terminal flower 1 (*TFL1*) gene expression level affects the transition from the vegetative to reproductive phase [9, 10]. Additionally, other genes, including the MADS-box family of transcription factor (TF) genes in citrus, are involved in the juvenile to adult transition [11]. These control mechanisms represent a preliminary understanding of the molecular base of the transition from juvenile to adult phase in plants.

MicroRNAs (miRNAs) play an important role in the regulating the juvenile to adult phase transition in annual plants [12, 13]. For example, in *Arabidopsis thaliana*, high levels of miR156 reduced the expression levels of SPL TFs, which activated *SUPPRESSOR of CONSTANS 1 (SOC1), LEAFY (LFY), AGAMOUS-LIKE 42 (AGL42)*, *FRUITFULL (FUL)* and *APETALA1 (AP1)* genes that regulate the transition from juvenile to adult phase [14]. miR156 acts in several pathways that control different aspects of vegetative development and play an important role in the juvenile phase [12]. miR172 down-regulates *GLOSSY15* expression, which promotes the vegetative phase change in maize [15]. In perennial woody species, related studies on the molecular mechanisms of phase change have been performed [16, 17]. The overexpression of miR156 in transgenic *Populus* × *canadensis* reduced the expression of miR156-targeted *SPL* genes and miR172, and drastically prolonged the juvenile phase [1]. The increase in SsmiR156 and decrease in SsmiR172 during plant rejuvenation showed that these two miRNAs affect phase transition in *Sequoia sempervirens*[18].

Plant hormones are known to play an important role in the juvenile to adult phase transition and in plant flowering [19]. Currently, the miRNA-mediated regulation of plant growth, development and flowering through phytohormone crosstalk and other developmental processes mainly involves six classes of phytohormones, auxin (AUX), cytokinin (CK), abscisic acid (ABA), gibberellic acid (GA), ethylene (ET) and jasmonic acid (JA) [20]. It was reported that GA accelerates flowering through the degradation of transcription repressors, DELLAs, and that DELLAs directly bind to miRNA156-targeted TFs (SPL family members), which promote flowering by activating miR172 and MADS-box genes [21].

We determine if miRNAs are involved in hormone regulation during the transition from vegetative to reproductive growth in apple trees. Additionally, we investigated the complex hormonal and miRNA-mediated regulatory networks in which the miRNAs associated with phase transition control plant growth, development and the transition to flowering.

## Methods

### Plant material and RNA isolation

Leaf samples from the Apple Demonstration Nursery of Yangling Modern Agriculture Technology Park (Northwest Agriculture & Forestry University), Shaanxi Province of China (34° 52′ N, 108° 7′ E), were collected directly into liquid nitrogen. In June, ‘Adult phase’ (A) leaves were collected as mixed samples from the tops of 18 6-year-old *M. hupehensis* (*Pamp.*) Rehd. trees and ‘Juvenile phase’ (J) leaves were collected from the base. Since *M. hupehensis* has the ability to undergo apomixis at a rate greater than 95%, their growth is highly synchronous. Roots, stems, flowers and fruits were also collected in the same manner at the same time. The samples were stored in a −80°C freezer until used (Figure 1). Additionally, leaf samples were collected from the tops of *M. hupehensis* of different ages (1-, 2-, 3-, 4-, 5- and 6-year-old trees) (Figure 1C). Two leaf samples, A and J, were used for small RNA and degradome sequencing, and the samples were used for qRT-PCR to verify the expression patterns of miRNA and their targets (Figure 1C,D). Total RNA was isolated from each sample by a modified method [22].

**Figure 1:**
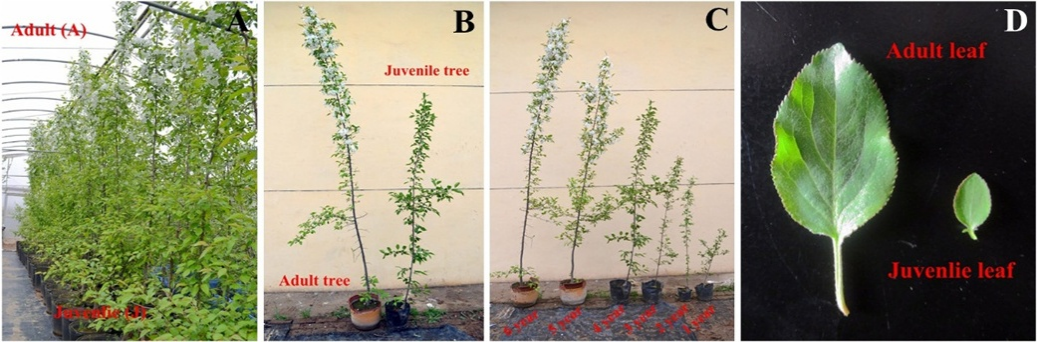
**Morphology of adult and juvenile trees in** ***Malus hupehensis*** **.** Adult phase at the tree top and juvenile phase at the tree base **(A)**; Adult tree that can flower and juvenile tree that cannot flower **(B)**; Trees of different ages; and **(C)** Adult leaves at the tree top and juvenile leaves at the tree base **(D)**.

### Construction of small RNA and degradome libraries

Small RNA construction and deep sequencing of the A and J leaf samples was carried out by the Beijing Genomics Institute (BGI) (Shenzhen, China) using an Illumina Genome Analyzer [23]. Total RNA extractions from A and J leaves were performed using the RNeasyPlant Mini Kit (Qiagen, Hilden, Germany) and collected into A and J RNA pools. Briefly, 18–30-nt gel fragments were selected and then ligated to a pair of adapters at the 5′- and 3′-ends using T4 RNA ligase. The small RNAs with the adapters were transcribed into cDNA using Super-Script II Reverse Transcriptase (Invitrogen, Shanghai), and then the cDNA products were amplified by polymerase chain reaction (PCR). Finally, the purified PCR products were directly sequenced using Solexa sequencing technology (BGI). The leaf total RNA from the J sample was also used for degradome sequencing and library construction as previously described [24, 25], as well as for miRNA target identification.

### Bioinformatics analyses of sequencing data

Raw reads produced using an Illumina 1G Genome Analyzer at BGI were processed into clean full-length reads by removing the low-quality reads (e.g., those larger than 30 nt or smaller than 18 nt, those with between 30 and 50 adapter contaminants, those with polyA sequences and those without insert tags) by a data-cleaning pipeline. All high-quality sequences were queried using NCBI GenBank (http://www.ncbi.nlm.nih.gov/genbank) databases and Rfam databases (http://www.sanger.ac.uk/resources/databases/rfam.html), and used for further analyses. The small RNA tags were annotated with rRNA, scRNA, snoRNA, snRNA and tRNA using the tag2annotation software developed by BGI. To map every unique small RNA to only one annotation, we followed the following priority rule: rRNAetc (GenBank > Rfam) > known miRNA > repeat > exon > intron3 (Shenzhen, China).

### Identification of known miRNAs and prediction of novel miRNAs in *M. hupehensis (Pamp.)*Rehd

To identify known miRNAs in *M. hupehensis*, the miRNA categories were mapped to the reference genome *Malus domestica* in miRBase 18.0 (http://www.mirbase.org) with the criterion that sequences in the small RNA libraries (A and J) have less than two mismatches and more than 16 matches without gaps. miRNAs that could not be annotated were used to predict novel miRNA using the software Mireap (http://sourceforge.net/projects/mireap/) developed by the BGI. Additionally, the characteristic structures of miRNA precursors, including hairpins, secondary structures, Dicer cleavage sites and the minimum free energy, were used to predict novel miRNAs with the MIREAP pipeline (https://sourceforge.net/projects/mireap/). The criteria included hairpin miRNAs that can fold into necessary secondary structures and mature miRNAs that are present in one arm of the hairpin precursors. Additionally, the free energy of hybridization must be lower than or equal to −18 kcal/mol, and the mature miRNA strand and its complementary strand (miRNA*) must contain 2-nt 3' overhangs.

### Target prediction and identification

We identified targets by degradome sequencing [26]. Briefly, we matched the degraded fragments to the apple genome (*Malus × domestica* Borkh.) and removed ncRNAs, as well as polyN fragments, in the samples to reduce interference. We then used PairFinder software developed by the BGI degradome group to predict potential mRNA-miRNA pairings (Additional file 1). To predict potential functions of the putative miRNA targets in various biological processes, molecular functions and cellular components we used gene ontology (GO) categories (http://www.geneontology.org/) to classify the identified target genes [27]. Additionally, the KEGG database (fttp://fttp.genome.jp/pub/kegg/pathway/) was used for KEGG pathway analyses.

### qRT-PCR validation of miRNAs and their targets

cDNAs of miRNAs and targets were generated from 2 μg of total RNAs of 24 *M. hupehensis* samples (leaf tissue at 3, 4, 5, 6, 7 and 8 months, and the top leaves of 1-, 2-, 3-, 4-, 5- and 6-year-old trees, as well as roots, stems, flowers and fruit in June) using miRcute miRNA cDNA (Tiangen, Beijing) and PrimeScript™ RT reagent Kit with gDNA Eraser (Takara) (Figure 1). qRT-PCR was performed using a miRNA qPCR Detection Kit (SYBR Green) with 10 μl of 2X miRcute miRNA premix with ROX and SYBR green (Tiangen), and 0.4 μM of forward and reverse primers in a 20-μl system for the expression of miRNAs. PCR was also performed using SYBR® Premix Ex Taq™ II (Tli RNaseH Plus) with 10 μl of 2X SYBR® Premix Ex Taq II, and 0.8 μl of forward and reverse primers in a 20-μl system to determine the expression of the targets (Takara). The reactions were incubated in a Bio-Rad (iCycler iQ5) for 30 s at 95°C, followed by 40 cycles of 5 s at 95°C and 35 s at 60°C, followed by 81 cycles for the melt curve. Each reaction was performed in three replicates. All primers used in the qRT-PCR experiments are listed in Additional file 2.

### Leaf morphology characteristics and hormone contents

The juvenile leaves from the bases of the trees and the adult leaves from the tops of the trees were used to measure and calculate the length, width, area and dry weight (Figure 1A and D). The methods of hormone extraction and determination in leaves were carried out as previously described [28, 29].

## Results

### Construction and sequencing of small RNA and degradome libraries

To determine responsive sRNAs in the juvenile and adult vegetative phases, A and J miRNA libraries were constructed and sequenced A total of 29,945,580 raw reads were generated by the high-throughput Illumina HiSeq. 2000 Sequencing System, with 16,316,909 and 13,628,671 reads from the A and J libraries, respectively (Table 1). After processing primary reads, 16,220,576 (99.74%) and 13,547,321 (99.68%) total clean reads were selected from the A and J libraries, respectively. We also constructed a degradome library using total RNA from the J sample (Additional file 3). 

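Leaves from the tops (A) and from the base (J) of 18 6-year-old trees were pooled, so A and J each stand for 1 small RNA library and phase goes with the place on the tree. A difference between A and J is therefore a difference between 2 libraries, with no replicate check and no test of the phase. The authors selected small RNAs of 18 to 30 nt, removed adapters and low-quality reads, and deposited a read count without normalization for each of 380 entries, which are known miRNA names and predicted miRNAs. The names of the entries, known in miRBase 18.0 or predicted by the authors with Mireap, were taken from Additional files 4 and 5, whose counts equalled the deposited ones for all 380. The deposited counts sum to 4272351 reads in A and 6275651 in J, but names with the same mature sequence were taken to share reads and the rest of each library is not included. Counts were therefore divided by the total clean reads that the paper states, 16220576 for A and 13547321 for J. Each distinct mature sequence was counted once, at the largest count among its names, and a family was the sum over its distinct sequences. Names with the same mature sequence can differ in count, as mdm-miR156b with 7259 reads in A and mdm-miR156f with 11936. Counted in this way, the known miRNAs held 784081 reads in A, or 4.83% of the clean reads (exact 95% interval 4.82 to 4.84), and 1538846 in J, or 11.4% (11.3 to 11.4). The predicted miRNAs held 28072 reads in A, or 0.173% (0.171 to 0.175), and 35009 in J, or 0.258% (0.256 to 0.261). Ratios are given as J over A of reads per 1000000 clean reads (RPM), with exact Clopper-Pearson 95% intervals on the split of the reads between the libraries. The intervals cover counting error only, since PCR reads without molecular identifiers are not independent molecules. For a known miRNA, a count of 0 allows up to 0.185 RPM in A and 0.221 RPM in J. A sequence or family was called different when its ratio was at least 2 or at most 0.5, its interval excluded 1 and at least 1 library held 10 or more reads. The 56 known sequences with 10 or more reads in both libraries had a median log2 ratio of 0.69 under this scaling, so ratios of less than about this size are not told apart from a shift shared by most known miRNAs.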

The size distributions of the reads in the A and J libraries were quite similar, but there was at least 50% more 21-nt length reads in the juvenile library compared with the adult library (Figure 2). The length of the sRNA varied from 18 to 28 nt in the samples, and 21-, 23- and 24-nt small RNAs formed the major population with 24 nt being the most dominant, which is similar to the results obtained from most tested plants, including *A. thaliana* and *Brassica juncea*[30–32]. The sequencing data have been deposited in NCBI Sequence Read Archive (SRA, http://www.ncbi.nlm.nih.gov/Traces/sra_sub/sub.cgi). And accession number was SRP048848. Meanwhile, related data have been already deposited in Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63373). And accession number was GSE63373.

**Table 1:** **Raw and clean read statistics of small RNAs isolated from** ***Malus hupehensis*** **leaves**

	A		J	
	Count	%		Count
total_reads	16316909		total_reads	16316909
high_quality	16262057	100%	high_quality	16262057
3′adapter_null	7741	0.05%	3′adapter_null	7741
insert_null	2554	0.02%	insert_null	2554
5′adapter_contaminants	25157	0.15%	5′adapter_contaminants	25157
smaller_than_18nt	5041	0.03%	smaller_than_18nt	5041
polyA	988	0.01%	polyA	988
clean_reads	16220576	99.74%	clean_reads	16220576

**Figure 2:**
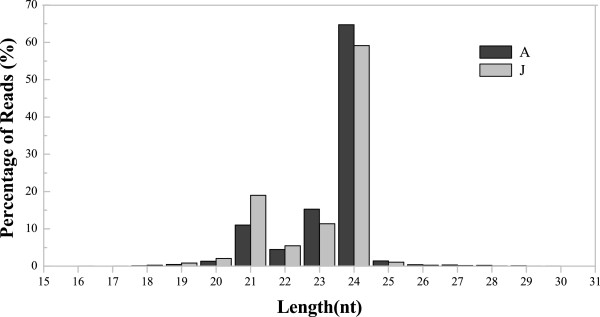
**Length distribution of small RNAs from adult and juvenile** ***Malus hupehensis*** **leaves.** The length distributions of high-quality sequences were obtained from A and J libraries. The distributions of the total reads are shown as percentages. A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base.

The sRNA reads were grouped based on their identities (4,912,555 for A and 3,652,984 for J, respectively) as determined by mapping them to the domesticated apple’s genome (*Malus × domestica* Borkh.) using SO*AP2* software [33]. Approximately, a half and a third of the unique sRNA sequences for A and J matched this genome, respectively (Table 2). The reads were categorized into different classes of sRNAs, including rRNA, miRNA, snRNA, snoRNA and repeats, by matching them with the domesticated apple’s genome in the Rfam (http://www.sanger.ac.uk/resources/databases/rfam.html) and GenBank (http://www.ncbi.nlm.nih.gov/genbank) databases using the tag2annotation software. The repeats, miRNAs and rRNAs formed the major population, and repeats were the most dominant class of sRNA; however, the majority of sRNAs remained unannotated. For almost every type of sRNA, a number of unique sRNAs were shared between the A and J libraries (Figure 3).

**Table 2:** **Mapping statistics of small RNAs isolated from** ***Malus hupehensis*** **leaves**

Libraries	Unique sRNAs	Percentage(%)	Total sRNAs	Percentage(%)
A	4912555	47.83	5754465	19.33
J	3652984	35.57	4095344	13.76

**Figure 3:**
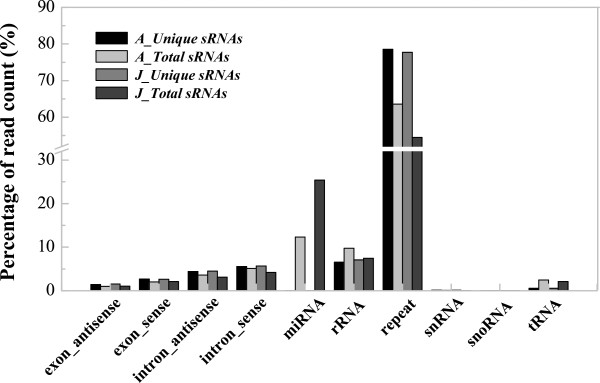
**Classification of unique small RNA reads from adult and juvenile** ***Malus hupehensis*** **leaves.** The reads were categorized into 10 different classes of small RNAs with their distributions as percentages. A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base.

### Known miRNA and expression levels

To identify the known miRNAs in *M. hupehensis* (Pamp.) Rehd., the sRNAs in the two libraries were queried using BLASTN to known mature plant miRNAs of *M. domestica* in the miRBase 18.0 (http://www.mirbase.org) and plant miRNA (http://bioinformatics.cau.edu.cn/PMRD) databases [25]. A total of 207 known miRNAs belonging to 42 miRNA families were identified (Additional file 4). 

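The 207 names stood for 85 distinct mature sequences. At least 1 read in A or J was counted for 197 names, and 10 names had no read in either library. Reads were found for 186 names in A and 190 in J. By the number in their names, the miRNAs formed 43 families, of which 42 had reads, 39 in A and 41 in J, and mdm-miR7128 had none. Counting distinct mature sequences in place of names left 80 with reads.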

Different sequences are cloned into libraries at different frequencies, so the read numbers of different miRNA species may be biased by the methods of miRNAs library construction. This potential problem can be addressed by using a new method of miRNAs library construction, increasing the sample size or improving the accuracy of the data analysis and comparisons (Additional file 4). The number of members within different miRNA families varied significantly. 

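More than 1 name was found in 36 of the families. Because many names share a mature sequence, mdm-miR156 held 6 distinct sequences, mdm-miR171 held 8, mdm-miR172 held 5, mdm-miR167 held 3 and mdm-miR399 held 4. No read was counted for 2 of the 15 names of mdm-miR171, 1 of the 15 of mdm-miR172 and 4 of the 10 of mdm-miR399.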

A majority of the 42 known miRNA families had several members, and five families, mdm-miR156, mdm-miR171, mdm-miR172, mdm-miR167 and mdm-miR399, had 31, 15, 15, 10 and 10 members, respectively. 

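The families with a single name differed widely in their read counts. The single sequence of mdm-miR391 had 44526 reads in A and 60184 in J, that of mdm-miR7125 had 1896 and 603, and that of mdm-miR1511 had 1601 and 1955. The read counts were 238 in A and 404 in J for mdm-miR858 and 35 and 41 for mdm-miR7126.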

Seven of the known miRNA families, mdm-miR1511, mdm-miR391, mdm-miR7125, mdm-miR7126, mdm-miR7128, mdm-miR827 and mdm-miR858, had only one member (Figure 4).

**Figure 4:**
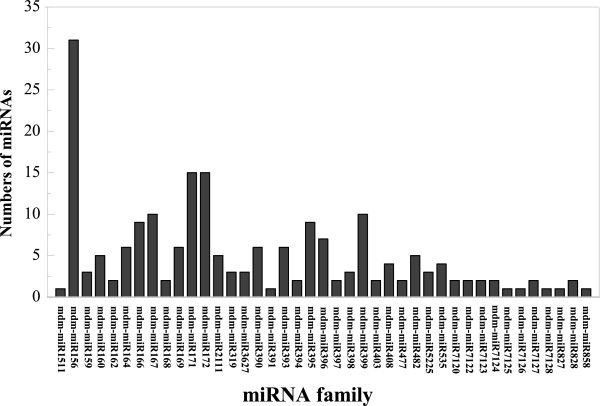
**Numbers of identified miRNAs in known miRNA families in** ***Malus hupehensis.***

The expression levels of known miRNAs were determined by their sequence count frequencies in the A and J libraries. 

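In the A library, mdm-miR166 held 40.7% of the known miRNA reads (exact 95% interval 40.5 to 40.8) and mdm-miR156 4.12% (4.08 to 4.17). In the J library, mdm-miR166 held 20.3% (20.3 to 20.4) and mdm-miR156 35.3% (35.2 to 35.4). In RPM, the known miRNA reads were 2.35 times as many in J as in A.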

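Reads in J only were counted for 11 known miRNA names, or 9 distinct sequences with at most 12 reads each. Reads in A only were counted for 7 names, or 4 distinct sequences with at most 6 reads each. Among names with reads, the smallest count was 1 and the largest was 318768 in A, for mdm-miR166, and 446199 in J, for the sequence shared by mdm-miR156ab and mdm-miR156ac.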

Some miRNAs showed library-specific expression patterns and the frequency of members from the same or different miRNA families varied greatly in each library, ranging from one to 446. Additionally, the expression levels of some miRNAs, including mdm-miR159, 164, 172, 319, 477 and 827, were found at very low levels, with read counts ranging from 0 to 10 between the A and J libraries. 

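Counts of at most 10 in both libraries were found for 1 of the 3 names of mdm-miR159, 1 of the 6 of mdm-miR164, 1 of the 15 of mdm-miR172, 2 of the 3 of mdm-miR319, both names of mdm-miR477 and the single name of mdm-miR827. As sums over distinct sequences, mdm-miR159 had 44 reads in A and 70 in J, mdm-miR164 had 4069 and 3501, and mdm-miR172 had 26775 and 12433. No read was counted in A for mdm-miR319 or mdm-miR477, which had 20 and 7 reads in J, and mdm-miR827 had 2 reads in A and 1 in J.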

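As sums over distinct sequences, 8 families had more than 10000 reads in both libraries: mdm-miR156, mdm-miR166, mdm-miR167, mdm-miR168, mdm-miR172, mdm-miR391, mdm-miR482 and mdm-miR535. The read counts were 118832 in A and 180793 in J for mdm-miR167, 10484 and 13108 for mdm-miR168, and 136099 and 120897 for mdm-miR482. For mdm-miR408, 41630 reads were counted in A and 5964 in J, or 120414 and 15768 when each name is counted.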

Others, including mdm-miR156, 166, 167, 168, 408 and 391, had high expression levels, with read counts that reached more than 10,000 in each library (Additional file 4).

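Of the 38 known miRNA families with 10 or more reads in A or J, 19 were called different between the libraries, 15 higher in J and 4 higher in A. With a ratio of at least 4 or at most 0.25 in place of 2 and 0.5, 9 families were called. With the median ratio of the known sequences set to 1, 7 families were called higher in J and 7 higher in A, and 11 of the 19 kept their call.

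**Figure D1:**
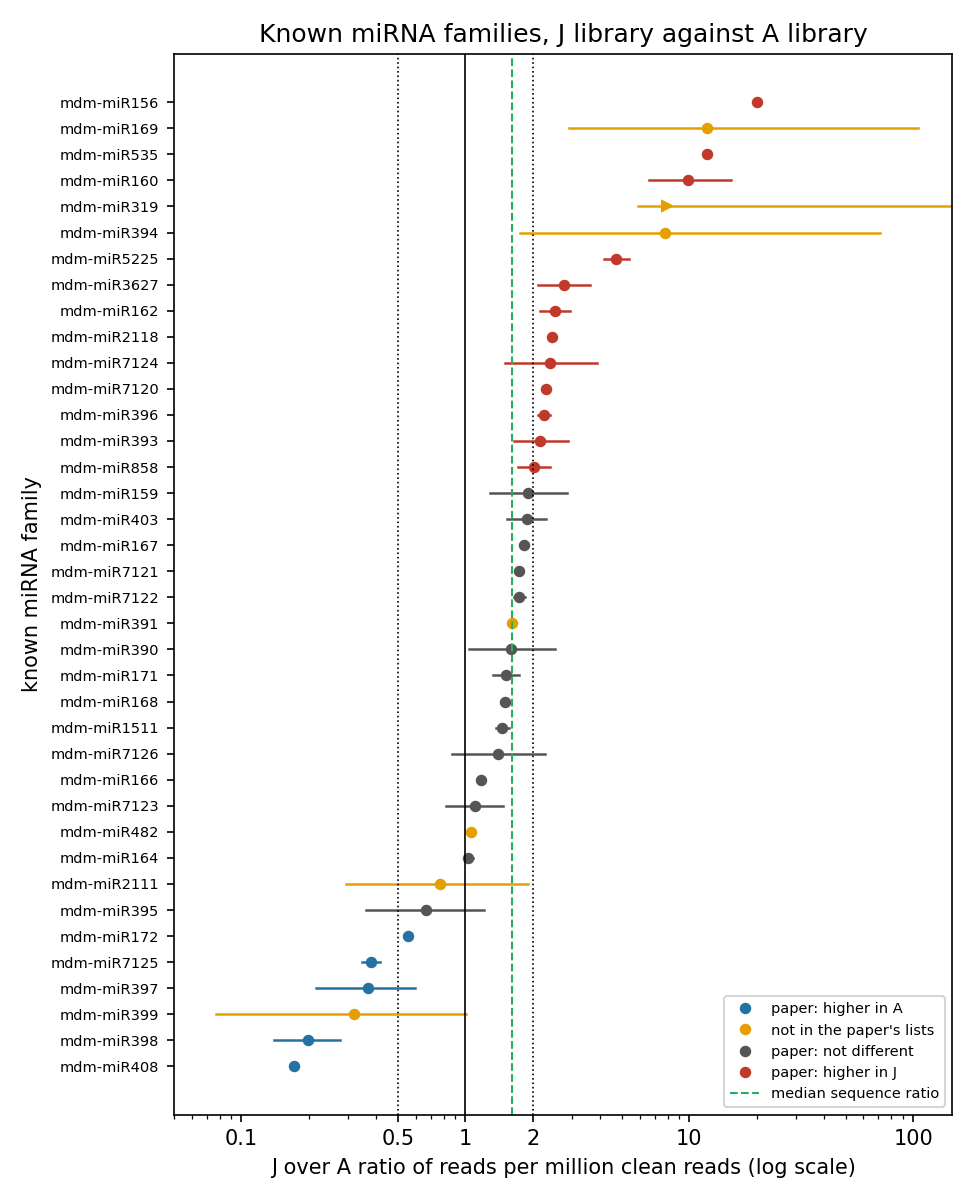
Ratio of RPM in the J library over the A library (log scale) for the 38 known miRNA families with 10 or more reads in a library, with exact 95% intervals that cover counting error only (1 library per phase). Solid and dotted vertical lines mark ratios of 1, 0.5 and 2, the dashed line marks the median ratio of 1.61 over 56 known sequences, the triangle marks a lower bound, and colors give the paper's lists; most families lie to the right of 1 and around the dashed line.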

Analyzing known miRNA expression levels between the A and J libraries revealed that the 17 known miRNA families (mdm-miR156, 172, 398, 397, 7125, 408, 160, 7124, 393, 3627, 5225, 396, 858, 535, 162, 2118 and 7120) were differentially expressed (Figure 5). Among these, the expression levels of mdm-miR156 and 11 other miRNA family members, mdm-miR160, 7124, 393, 3627, 5225, 162, 2118, 7120, 396, 858 and 535, in the J library were significantly higher than in the A library (Figure 5A,B). However, the expression levels of mdm-miR172 and four other miRNA family members, mdm-miR398, 397, 7125 and 408, were significantly higher in the A library than in the J library (Figure 5C,D). 

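The mdm-miR156 family had 32324 reads in A and 543020 in J, a ratio of 20.1 (95% interval 19.9 to 20.3), which was 36.3 for its largest sequence alone and 8.56 when the libraries were scaled by their known miRNA totals. For mdm-miR535 the read counts were 24473 and 244482, a ratio of 12.0 (11.8 to 12.1). The single sequence of mdm-miR160 had 27 reads in A and 223 in J, a ratio of 9.89 (6.62 to 15.3), and mdm-miR5225 had 308 and 1217, a ratio of 4.73 (4.17 to 5.38). That sum joins sequences that differ, mdm-miR5225a and mdm-miR5225b at 11.9 (9.73 to 14.8) and mdm-miR5225c at 1.12 (0.911 to 1.37), which was not called. The other 8 families had ratios from 2.03 (1.73 to 2.40), for mdm-miR858, to 2.76 (2.12 to 3.61), for mdm-miR3627. Between these lay mdm-miR162 at 2.52, mdm-miR2118 at 2.43, mdm-miR7124 at 2.39, mdm-miR7120 at 2.30, mdm-miR396 at 2.24, with sequences from 1.26 to 4.07, and mdm-miR393 at 2.17. All 12 families were called higher in J, but those 8 were not when the median ratio was set to 1 or under edgeR's TMM scaling. When scaled by known miRNA totals, mdm-miR393, mdm-miR396, mdm-miR858 and mdm-miR7120 had ratios below 1, each with an interval that included 1. Among distinct sequences with at least 50 reads in all, the largest ratios were 54.9 (46.9 to 64.7) for each of a pair of mdm-miR156 sequences, mdm-miR156p to mdm-miR156s and mdm-miR156x to mdm-miR156aa, which had the same counts of 158 in A and 7244 in J. They were followed by mdm-miR535b and mdm-miR535c at 47.4 (41.7 to 54.1), mdm-miR156ab and mdm-miR156ac, the largest sequence above (35.7 to 36.9), and mdm-miR535a at 35.1 (33.3 to 36.9).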

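The mdm-miR408 family had a ratio of 0.172 (95% interval 0.167 to 0.176), though mdm-miR408a alone had 0.661 (0.611 to 0.715) and was not called. The mdm-miR398 family, with 253 reads in A and 42 in J, had a ratio of 0.199 (0.140 to 0.276). Within it, mdm-miR398a alone, with 25 reads in A and 10 in J, had 0.479 (0.205 to 1.03) and was not called. For mdm-miR397, with 72 reads in A and 22 in J, the ratio was 0.366 (0.216 to 0.597), and for mdm-miR7125 it was 0.381 (0.347 to 0.418). These 4 families were called higher in A under the clean-read scaling and under each of the 5 other scalings tried. All 5 of these scalings lower every J over A ratio, so no call of higher in A could be lost under them. The ratio of mdm-miR172 was 0.556 (0.544 to 0.568), above the limit of 0.5, so it was not called. Under the 5 other scalings, which all lower the ratio, it lay between 0.237 and 0.464 and was called. Among single sequences with at least 50 reads in all, the smallest ratios were 0.150 (0.145 to 0.154) for mdm-miR408b, mdm-miR408c and mdm-miR408d, with 39843 reads in A and 4977 in J, and 0.168 (0.112 to 0.244) for mdm-miR398b and mdm-miR398c. After the single sequences of mdm-miR397 and mdm-miR7125 came mdm-miR172i, mdm-miR172j and mdm-miR172k, with 59 reads in A, 19 in J and a ratio of 0.386 (0.217 to 0.656).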

We also found that mdm-miR1511, 159, 164, 166, 167, 168, 171, 390, 191, 395, 403, 483, 7121, 7122, 7123 and 7126 showed no significant differences in expression levels between the A and J libraries (Additional file 4). 

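For 14 of the families listed, names were among the deposited ones, and none was for mdm-miR191 and mdm-miR483. None of these 14 families was called different under the clean-read scaling. Their ratios ranged from 0.669 (0.361 to 1.21), for mdm-miR395, to 1.90 (1.29 to 2.84), for mdm-miR159, with a median of 1.51. The intervals of 10 of them excluded 1, all with a higher RPM in J. That direction depended on the scaling: 13 of the 14 ratios lay above 1 under clean reads, 10 without scaling, 10 under known totals without mdm-miR156 and mdm-miR535, 6 under TMM, 5 with the median ratio set to 1 and 0 under known miRNA totals. Under known miRNA totals, 4 of the 14 were called higher in A, and with the median ratio set to 1 only mdm-miR395 was.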

The different expression patterns of known miRNAs in the A and J libraries may reflect a divergence in their potential biological functions during the phase transition from vegetative growth to reproductive growth.

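Of the 59 distinct known mature sequences with 10 or more reads in A or J, 27 were called different, 22 higher in J and 5 higher in A. Counting each miRNA name in place of each sequence gave 64 names higher in J and 11 higher in A. Under known miRNA totals, 10 sequences were higher in J and 22 higher in A, and with the median ratio set to 1 there were 13 of each. From the differing expression patterns in the A and J libraries, the paper proposes that the functions of known miRNAs diverge during the transition from vegetative to reproductive growth.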

**Figure 5:**
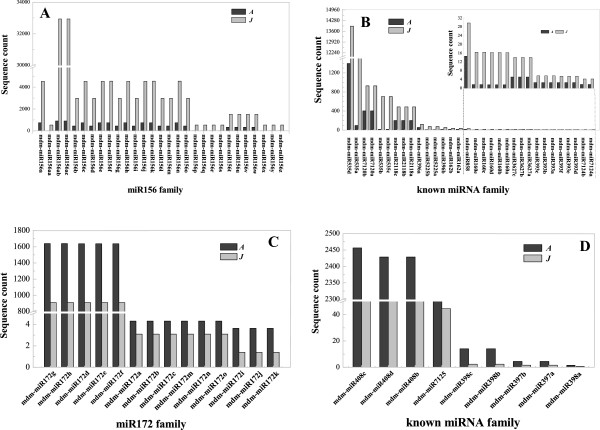
**Differentially expressed known miRNA families from libraries of adult and juvenile** ***Malus hupehensis*** **leaves.** The differentially expressed known miRNAs are shown for the A and J libraries. The expression levels are given as sequence counts. A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base. miR156 family numbers **(A)** and other known miRNA family numbers **(B)** expressed higher in J than in A; miR172 family numbers **(C)** and other known miRNA family numbers **(D)** expressed higher in A than in J.

### Putative novel miRNA in *M. hupehensis*

The reference genome sequences of the domesticated apple (*Malus × domestica* Borkh.) were used to predict potential novel miRNAs. In this study, several miRNA characteristics, including the miRNA precursor’s hairpin structure, which was predicted by the software Mireap (http://sourceforge.net/projects/mireap/), the Dicer cleavage site and the minimum free energy of the unannotated sRNA tags, which could be mapped to the genome, were used to identify putative novel miRNAs. We also used 10 reads per million as a cutoff to eliminate miRNAs with low expression levels. We identified 172 putative unique *M. hupehensis* (Pamp.) Rehd. miRNAs in the A and J sRNA libraries (Additional file 5). 

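At least 10 RPM in A or J were reached by 24 of the 172 predicted miRNAs. In reads, all 172 had 14 or more in at least 1 library, and the smallest count above 0 was 5. The predicted sequences were 21 nt long in 84 cases, 23 nt in 66, 22 nt in 16 and 20 nt in 6.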

The lengths of the predicted novel miRNA hairpin structures ranged from 61 to 242 nt. We also found that a majority of identified novel miRNA sequences were at the 5′-ends of the hairpins rather than the 3′-ends (Additional file 5).

Of the 172 novel miRNAs, 31 were highly expressed in at least one library (more than 100 reads per million), and novel_miR22, novel_miR276 and novel_miR275 were the most highly expressed novel miRNAs (Additional file 6). 

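More than 100 RPM in A or J were reached by 5 predicted miRNAs, and more than 100 reads by 32. By their larger count these 5 ranked as novel_miR22, with 7929 reads in A and 10433 in J, novel_miR276, with 7343 and 7927, novel_miR116, novel_miR302 and novel_miR275. The ratios of novel_miR22 and novel_miR276 were 1.58 (95% interval 1.53 to 1.62) and 1.29 (1.25 to 1.33), and neither was called different.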

When comparing the expression levels of these novel miRNAs between the A and J libraries, some of the putative novel miRNAs showed distinctive expression profiles. For example, 42 were expressed only in the J library, including novel_miR479, 485, and 388 (Figure 6A). 

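The 42 predicted miRNAs with reads in J only had 14 to 258 reads, with a median of 22, and 5 of them had more than 100. For novel_miR479, novel_miR485 and novel_miR388, 258, 211 and 119 reads were counted in J. No predicted miRNA had a count from 1 to 4 in either library, whereas 19 counts of the known sequences lay in that range, so a count of 0 is not taken as a measured absence and no ratio is given.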

The expression of another 48, including novel_miR127, 144, 204, 312, 275, 254 and 282, were detected only in the A library (Figure 6C). Additionally, 21 novel miRNAs, including novel_miR116, 302, 320, 149, 123, 207 and 262, were expressed significantly higher in the J library than in the A library (Figure 6B); however, the expression levels of novel_miR82, 249, 27, 326, 292 and 326 were significantly lower in the J library than in the A library (Figure 6D). 

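The 48 predicted miRNAs with reads in A only had 17 to 1835 reads, with a median of 25, and 3 of them had more than 100. The largest count was that of novel_miR275, 113 RPM in A. For novel_miR254, novel_miR312, novel_miR282 and novel_miR204 the counts in A were 56, 33, 32 and 27 reads, and for novel_miR127 and novel_miR144 they were 17 each.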

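Of the 82 predicted miRNAs with reads in both libraries, 22 were called higher in J and 6 higher in A. The ratio was largest for novel_miR262 among those named, with 6 reads in A and 100 in J, at 20.0 (95% interval 8.85 to 55.7), followed by novel_miR123, with 26 and 127, at 5.85 (3.81 to 9.30). For novel_miR116, with 1459 reads in A and 5562 in J, the ratio was 4.56 (4.31 to 4.84). The ratios of novel_miR207, novel_miR320, novel_miR149 and novel_miR302 were 2.53 (1.81 to 3.59), 2.47 (2.13 to 2.87), 2.32 (1.93 to 2.78) and 2.16 (2.00 to 2.34). These 4 were not called with the median ratio of the known sequences set to 1, and under known miRNA totals novel_miR116 lost its call as well, and novel_miR149 and novel_miR302 had ratios of 0.985 and 0.920. Those higher in A had ratios of 0.289 (0.107 to 0.674) for novel_miR249, 0.383 (0.149 to 0.876) for novel_miR82, 0.388 (0.184 to 0.761) for novel_miR326, 0.435 (0.205 to 0.865) for novel_miR27 and 0.458 (0.280 to 0.729) for novel_miR292. They stayed called under the 5 other scalings, which all lower the ratio and so could not remove these calls. The sixth predicted miRNA called higher in A, named here after its values were seen, was novel_miR267, with 79 reads in A and 17 in J and a ratio of 0.258 (0.143 to 0.439).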

We also found that another 52 novel miRNAs, including novel_miR343, 253, 133, 273, 128 130, 260, 17, 244 and 290, were similarly expressed in both the A and J libraries (Additional file 5). 

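Of the predicted miRNAs with reads in both libraries, 54 were not called different, and the intervals of 36 of them included 1. By the ratio alone, 52 lay between 0.5 and 2. None of the 10 named was called. Their ratios ran from 0.527 (0.454 to 0.611), for novel_miR290, to 1.83 (1.63 to 2.05), for novel_miR343.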

In summary, our results showed that the known and novel miRNAs presented highly diverse expression patterns between the libraries, indicating that they may play different roles in phase-associated biological processes.

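The balance between the libraries depended on the scaling for the predicted miRNAs as well, in tests chosen after the clean-read values had been seen. With the median ratio of the known sequences set to 1, 5 of the predicted miRNAs with reads in both libraries were higher in J and 16 higher in A. Under known miRNA totals, 3 were higher in J and 33 higher in A, and without scaling 13 were higher in J and 9 higher in A. From the expression patterns of both kinds of miRNA, the paper proposes different roles for them in processes associated with the phase.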

**Figure 6:**
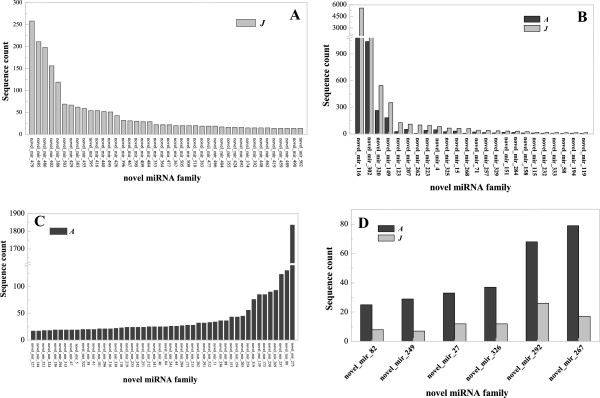
**The differentially expressed novel miRNAs from libraries of adult and juvenile** ***Malus hupehensis*** **leaves.** The differentially expressed novel miRNAs are shown for the A and J libraries. The expression levels are given as sequence counts. A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base. Novel miRNA family numbers expressed in J **(A)** and expressed higher in J than in A **(B)**; novel miRNA family numbers expressed in A **(C)** and expressed higher in A than in J **(D)**.

### Targets of known and novel miRNAs

To explore the functions of the identified miRNAs, known and novel, in diverse biological processes and obtain insights into the mechanisms of the juvenile to adult transition in apple trees, we identified their targets by degradome sequencing (Tables 3 and 4; Additional file 1). 

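Targets were measured in 1 degradome library, made from the J leaves, so nothing can be compared between phases and no replicate check is possible. The authors matched degraded fragments to the apple genome, removed ncRNA and polyN fragments, and paired the cleavage sites with miRNAs in PairFinder. The deposited records give, for each miRNA and gene model, the position of the site from the first base of the gene model, a count at the site, a pairing score (lower is closer) and the alignment. The counts and scores are the authors' values, the depth of the library is unknown here, and no rate or interval was computed. There were 2204 records, equal to those of Additional files 6 and 7, all on the plus strand. The smallest count was 25, so sites with fewer reads are not seen. Gene models were counted once per set whatever their number of records. From each alignment, the position opposite base 10 of the miRNA was found and compared with the site, since cleavage directed by a miRNA is looked for between the bases opposite its bases 10 and 11. Gene models with the same sequence from the site onward and the same count cannot be told apart in these records. They are marked for some gene models only, so an equal count at several gene models may stand for 1 set of reads.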

In total, 127 targets of 25 known miRNA families, including mdm-miR156, mdm-miR159, mdm-miR166 and mdm-miR172, were detected in our library (Table 3; Additional file 6). 

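Sites of known miRNAs were listed in 129 gene models for 25 families, with counts from 25 to 1661 and a median of 76 over 159 combinations of gene, family and site. In 129 of these combinations (81.1%) the site lay opposite base 10 of at least 1 member. The largest count, 1661, was listed for mdm-miR160 at 3 gene models with the same sequence after the site: MDP0000232116 and MDP0000256621, both auxin response factor 17, and MDP0000273491, a co-chaperone GrpE family protein. It was followed by 1555 for mdm-miR858 at MDP0000318013, a duplicated homeodomain-like protein. For mdm-miR167 the counts were 1375 at MDP0000232417 (auxin response factor 8) and MDP0000268306 (auxin response factor 19) and 1329 at MDP0000153538 and MDP0000319957, both auxin response factor 6. Within each pair the sequence after the site was the same. For mdm-miR172 the largest count was 1112, at MDP0000181606 and MDP0000296716, both related to AP2.7 and with the same sequence after the site. For mdm-miR166 the counts were 67 to 330 in 9 gene models. In all, the 157 gene sites held 79 distinct pairs of count and sequence from the site onward. With a pairing score of at most 2, 46 gene models were left.

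**Figure D2:**
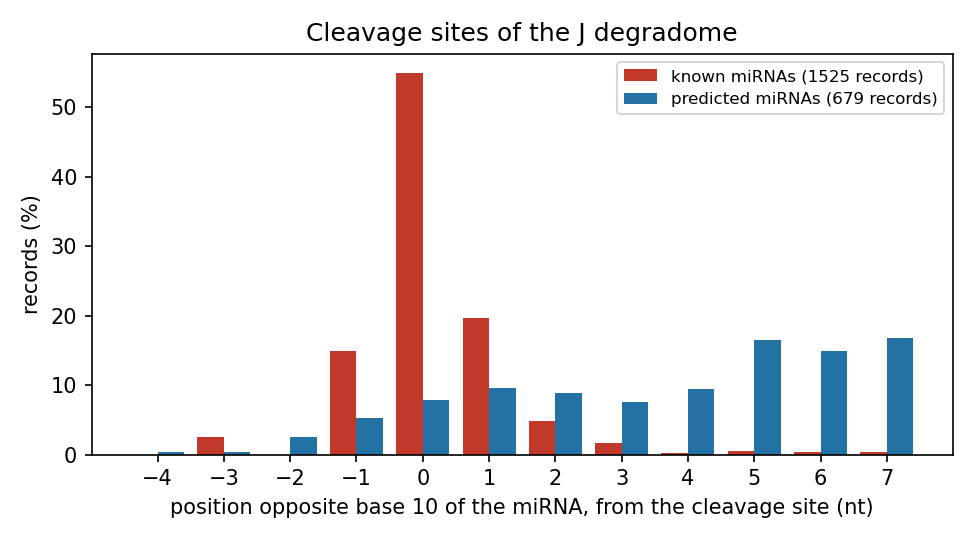
Share of degradome records (%) by the position opposite base 10 of the miRNA, counted in nt from the listed cleavage site, for the records of known and of predicted miRNAs in the J library; each member of a family has its own record. Among known miRNAs, 54.9% of the records lie at position 0.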

The distributions of known miRNAs and their target cleavage sites are shown in an Additional file 6. 

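For the predicted miRNAs, sites were listed in 168 gene models for 34 miRNAs, of which 14 were not among those with small RNA counts. The counts ran from 25 to 6757, with a median of 37 over the combinations of gene, miRNA and site, and in 53 of these (7.81%) the site lay opposite base 10. Only sites opposite base 10 left 42 gene models. By the largest site of each gene model, the order began with base 39 of MDP0000228719, a response regulator 2, for novel_miR351, which was not opposite base 10. Next came 677 for novel_miR413 at MDP0000119458, MDP0000171877, MDP0000193702 and MDP0000246046, all SBP domain proteins with the same sequence around the site. For novel_miR486 the count was 395 at MDP0000147872 and MDP0000196131, both zinc knuckle proteins. For novel_miR262 it was 365 at MDP0000146933 (nuclear factor Y, subunit A9) and MDP0000296077. The paper names MDP0000296077 nuclear factor Y, subunit A1 for novel_miR262 in Table 4, but translocation protein-related for mdm-miR169 in Table 3. Within each of these pairs the sequence after the site was the same. The tenth place was shared by MDP0000138851 and MDP0000208234, flavin-containing monooxygenases, with 229 for novel_miR11. Of the 168 gene models, 89 were listed for novel_miR329 or novel_miR110.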

We also detected 168 unique targets of 35 unique novel miRNAs (Table 4; Additional file 7). The distributions of novel miRNAs and their target cleavage sites are shown in an Additional file 7. In most cases, a single miRNA regulated multiple targets. For example, mdm-miR156 regulated 15 genes, including the *SBP* domain, *SPL2*, *SPL9* and acyl-CoA synthetase5. However, in some cases, single genes were targeted by several miRNAs. 

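More than 1 gene model was listed for 19 of the 25 known families, with a median of 3 per family, and for 26 of the 34 predicted miRNAs, with a median of 2. A single gene model was listed for 6 known families and 8 predicted miRNAs. The most gene models were those of mdm-miR482 among known families, with 30, and of novel_miR329 among predicted miRNAs, with 84. For mdm-miR482 the 30 sites held 8 distinct pairs of count and sequence.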

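The 15 gene models of mdm-miR156 held 31 sites with scores from 0 to 1, and each had a site opposite base 10 of at least 1 member. The SPL2 gene model MDP0000155354 had counts of 53 and 60 at bases 1145 and 1146. The acyl-CoA synthetase 5 gene model MDP0000249364 had the same counts, within the same sequence, at bases 2723 and 2724. For SPL9, MDP0000297978 had counts of 41, 97 and 32 at bases 803, 804 and 805, and MDP0000322647 had 55 and 28 at bases 1017 and 1018. Among the SBP domain genes, counts ran from 34, at MDP0000142582, to 677, and the 4 gene models with 677 at 1 base had 102 and 120 at the bases before and after it. The 31 sites held 16 distinct pairs of count and sequence. With a count of at least 50, 14 of the gene models were left.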

The *MYB* domain protein 65 was targeted by both mdm-miR159 and mdm-miR319, and the autoinhibited Ca2 + −ATPase was regulated by both mdm-miR858 and mdm-miR3627. 

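More than 1 known family was listed for 3 gene models. The MYB domain protein 65 gene model MDP0000147309 had 1 site, at base 964, with a count of 321. Its score was 2 for mdm-miR159, with the site opposite base 10, and 3 for mdm-miR319, with the site 1 nt from it. The autoinhibited Ca2+-ATPase gene model MDP0000258197 had 1 site, at base 729, with a count of 60, listed for mdm-miR3627 with a score of 2 and for mdm-miR5225 with a score of 3. No record of mdm-miR858 was found for it, and its site was not opposite base 10 of either family. Among the predicted miRNAs, 60 gene models were listed for more than 1.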

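The auxin response factor 16 (ARF16) gene models of mdm-miR160, MDP0000131481, MDP0000221322 and MDP0000750392, had counts of 43, 43 and 105. The MYB5 gene models of mdm-miR858 had a count of 170 at MDP0000133817 and MDP0000143276 and of 180 at MDP0000226215 and MDP0000253904, with a single score of 2.5. The count of 180, with the same sequence after the site, was also listed at gene models of MYB domain proteins 3 and 12. The LETM1-like protein gene model of mdm-miR162, MDP0000187512, had a count of 175 at base 1547. For mdm-miR393 the auxin signaling F-box 2 gene models MDP0000203334 and MDP0000469943 each had a count of 568, within the same sequence. All of these sites lay opposite base 10 of at least 1 member. No record was found for the AT hook gene models MDP0000133746 and MDP0000231744 that Table 3 lists for mdm-miR3627.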

The known miRNA targets included some *TFs*, including *SPL2* (mdm-miR156), *SPL9* (mdm-miR156), *ARF16* (mdm-miR160) and *MYB5* (mdm-miR858), and others contained several regulatory proteins, including the *LETM1-LIKE* protein (mdm-miR162), AUX signaling F-box 2 protein (mdm-miR393) and the AT hook motif DNA-binding family protein (mdm-miR3627) (Table 3). We also identified several novel miRNA targets, including some regulatory proteins and some TFs. For example, novel_miR329, novel_miR157 and novel_miR413 targeted genes encoding a C2H2-like zinc finger protein, the MYB domain protein105 and a SBP family protein, respectively. Additionally, novel_miR169 targeted the RING/U-box and integrase-type DNA-binding superfamily proteins (Table 4).

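The C2H2-like zinc finger gene model MDP0000179049 had counts of 43, 28, 36 and 30 at bases 118 to 121 for novel_miR329, at the start of a repeat of CCT, and none lay opposite base 10. The MYB domain protein 105 gene models MDP0000136541 and MDP0000146675 had counts of 78, 138 and 119 that recurred in this order from base 67 to base 73 for novel_miR157, at the start of a repeat of CTT. The same sites were listed for novel_miR110 and novel_miR329. Of the 15 sites of novel_miR157, which had no small RNA count, 2 lay opposite base 10, in 2 of its 3 gene models. For novel_miR413, which had no small RNA count, the 15 gene models and their 31 sites were those of mdm-miR156, and 10 of the sites lay opposite base 10. Of the 333 gene sites of novel_miR329 and novel_miR110, 320 (96.1%) had a repeat of 3 bases, at least 12 bases long, within the 31 bases listed around them. This held for 0 of the 157 gene sites of known miRNAs.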

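For novel_miR169, which had no small RNA count, the RING/U-box gene model MDP0000909888 had a count of 36 at base 53. The integrase-type DNA-binding gene model MDP0000930655 had counts of 119 and 55 at bases 308 and 309. Each score was 4, the highest in the list, and no site lay opposite base 10.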

**Table 3:** **Potential targets of the identified known miRNAs from** ***Malus hupehensis*** **leaves by degradome analysis**

miRNA	Target protein	Target function	At Locus	Accession ID
mdm-miR156	Squamosa promoter-binding protein-like	transcription factor	AT1G69170.1	MDP0000119458 ;MDP0000778465;MDP0000589558
	(*SBP* domain) transcription factor family protein			MDP0000142582; MDP0000146640; MDP0000171877
				MDP0000176265 ;MDP0000193702; MDP0000210138
				MDP0000246046 ;MDP0000263766
mdm-miR156	squamosa promoter binding protein-like 2(*SPL2*)	transcription factor	AT5G43270.1	MDP0000155354
mdm-miR156	squamosa promoter binding protein-like 9(*SPL9*)	transcription factor	AT2G42200.1	MDP0000297978;MDP0000322647
mdm-miR156	acyl-CoA synthetase 5		AT1G62940.1	MDP0000249364
mdm-miR159	myb domain protein 65	transcription factor	AT3G11440.1	MDP0000147309
mdm-miR160	auxin response factor 16	transcription factor	AT4G30080.1	MDP0000131481; MDP0000221322; MDP0000750392
mdm-miR160	auxin response factor 17	transcription factor	AT1G77850.1	MDP0000232116; MDP0000256621
mdm-miR160	Co-chaperone GrpE family protein		AT1G36390.1	MDP0000273491
mdm-miR162	LETM1-LIKE protein		AT3G11560.2	MDP0000187512
mdm-miR164	NAC domain containing protein 1		AT1G56010.2	MDP0000298182; MDP0000528658
mdm-miR166	homeobox gene 8		AT4G32880.1	MDP0000005879; MDP0000126553
mdm-miR166	Homeobox-leucine zipper family protein/ lipid-		AT2G34710.1	MDP0000050082;MDP0000943529
	binding START domain-containing protein		AT5G60690.1	MDP0000236500; MDP0000242861; MDP0000426630
			AT1G52150.3	MDP0000251484
			AT1G52150.1	MDP0000313059
mdm-miR167	auxin response factor 6	transcription factor	AT1G30330.2	MDP0000319957; MDP0000550049
			AT1G30330.1	MDP0000153538
mdm-miR167	auxin response factor 8	transcription factor	AT5G37020.1	MDP0000137461; MDP0000232417
mdm-miR167	auxin response factor 19	transcription factor	AT1G19220.1	MDP0000268306
mdm-miR168	Stabilizer of iron transporter SufD/ Polynucleotidyl transferase		AT1G48410.1	MDP0000069525; MDP0000161046; MDP0000305971
mdm-miR169	nuclear factor Y, subunit A7	transcription factor	AT1G30500.2	MDP0000164531; MDP0000183865
			AT1G30500.1	MDP0000279028
mdm-miR169	nuclear factor Y, subunit A9	transcription factor	AT3G20910.1	MDP0000146933
mdm-miR169	translocation protein-related		AT5G12840.1	MDP0000296077
mdm-miR171	GRAS family transcription factor	transcription factor	AT4G00150.1	MDP0000151144 ;MDP0000275704 ;MDP0000274120
			AT2G45160.1	MDP0000784909
mdm-miR172	related to *AP2*.7	transcription factor	AT2G28550.3	MDP0000163645; MDP0000181606; MDP0000200319;
				MDP0000296716
mdm-miR172	Integrase-type DNA-binding superfamily protein	transcription factor	AT4G36920.1	MDP0000137561
mdm-miR319	myb domain protein 65	transcription factor	AT3G11440.1	MDP0000147309
mdm-miR3627	AT hook motif DNA-binding family protein		AT2G45850.1	MDP0000133746;MDP0000231744
mdm-miR3627	autoinhibited Ca2+ − ATPase, isoform 8		AT5G57110.1	MDP0000258197
mdm-miR390	exocyst subunit exo70 family protein H7		AT5G59730.1	MDP0000145463
mdm-miR391	Transmembrane proteins 14C		AT3G43520.1	MDP0000207199; MDP0000244081
mdm-miR393	F-box/RNI-like superfamily protein		AT3G62980.1	MDP0000125975; MDP0000498419
mdm-miR393	auxin signaling F-box 2		AT3G26810.1	MDP0000203334; MDP0000469943
mdm-miR393	auxin signaling F-box 3		AT1G12820.1	MDP0000268652
mdm-miR395	ATP sulfurylase 1		AT3G22890.1	MDP0000263161
mdm-miR398	DC1 domain-containing protein		AT1G60420.1	MDP0000152817 ;MDP0000308890
mdm-miR398	GroES-like zinc-binding dehydrogenase family protein		AT5G43940.1	MDP0000193167
mdm-miR5225	autoinhibited Ca2+ − ATPase, isoform 8		AT5G57110.1	MDP0000258197
mdm-miR535	Papain family cysteine protease(*RD19*)		AT4G39090.1	MDP0000189200
mdm-miR858	myb domain protein 3	transcription factor	AT1G22640.1	MDP0000184538
mdm-miR858	myb domain protein 4	transcription factor	AT4G38620.1	MDP0000031172
mdm-miR858	myb domain protein 5(*MYB5*)	transcription factor	AT3G13540.1	MDP0000133817; MDP0000143276;
				MDP0000226215;MDP0000253904
mdm-miR858	myb domain protein 7	transcription factor	AT2G16720.1	MDP0000210851
mdm-miR858	myb domain protein 12	transcription factor	AT2G47460.1	MDP0000140609 ;MDP0000887107
mdm-miR858	myb domain protein 66		AT5G14750.1	MDP0000124555
mdm-miR858	Duplicated homeodomain-like superfamily protein		AT5G35550.1	MDP0000318013; MDP0000437717
mdm-miR858	high response to osmotic stress 10		AT1G35515.1	MDP0000931057

**Table 4:** **Potential targets of the identified novel miRNAs from** ***Malus hupehensis*** **leaves by degradome analysis**

miRNA	Target protein	Target function	At Locus	Accession ID
novel_mir_106	Late embryogenesis abundant (LEA) hydroxyproline rich glycoprotein family		AT2G46150.1	MDP0000405151
novel_mir_108	RNA-binding (RRM/RBD/RNP motifs) family protein		AT2G44710.1	MDP0000242219;MDP0000303270
novel_mir_11	Flavin-containing monooxygenase family protein		AT1G48910.1	MDP0000138851;MDP0000208234
novel_mir_157	myb domain protein 105	transcription factor	AT1G69560.1	MDP0000136541; MDP0000146675
novel_mir_116	autoinhibited Ca2+ − ATPase, isoform 8		AT5G57110.1	MDP0000258197
novel_mir_156	phosphate transporter 1;4		AT2G38940.1	MDP0000141330; MDP0000523104
novel_mir_156	phosphate transporter 1;7		AT3G54700.1	MDP0000746621
novel_mir_160	Transmembrane proteins 14C		AT3G43520.1	MDP0000207199; MDP0000244081
novel_mir_169	RING/U-box superfamily protein		AT3G05200.1	MDP0000909888
novel_mir_169	Integrase-type DNA-binding superfamily protein		AT3G23230.1	MDP0000930655
novel_mir_207	phytosulfokine 4 precursor		AT3G49780.1	MDP0000145144 ;MDP0000509438; MDP0000824044
novel_mir_261	cell elongation protein / dwarf1 / diminuto (dim)		AT3G19820.1	MDP0000278275; MDP0000682675
novel_mir_262	nuclear factor Y, subunit A9	transcription factor	AT3G20910.1	MDP0000146933
novel_mir_262	nuclear factor Y, subunit A7	transcription factor	AT1G30500.2	MDP0000164531 ;MDP0000183865
			AT1G30500.1	MDP0000279028
novel_mir_262	nuclear factor Y, subunit A1	transcription factor	AT5G12840.1	MDP0000296077
novel_mir_268	nuclear factor Y, subunit A7	transcription factor	AT1G30500.2	MDP0000164531 ;MDP0000183865
			AT1G30500.1	MDP0000279028
novel_mir_27	plasmodesmata-located protein 2		AT1G04520.1	MDP0000412849
novel_mir_301	phospholipid/glycerol acyltransferase family protein		AT1G32200.1	MDP0000171689 ;MDP0000532750
novel_mir_335	SOS3-interacting protein 4		AT2G30360.1	MDP0000127732; MDP0000146449
novel_mir_351	response regulator 2		AT4G16110.1	MDP0000228719
novel_mir_37	Translation initiation factor IF6		AT3G55620.1	MDP0000247249
novel_mir_374	S-adenosyl-l-homocysteine (SAH) hydrolase 2		AT3G23810.1	MDP0000212365; MDP0000679173
novel_mir_378	ATP binding; valine-tRNA ligases; nucleotide binding; aminoacyl-tRNA ligases		AT5G16715.1	MDP0000155593; MDP0000238240
novel_mir_384	S-adenosyl-l-homocysteine (SAH) hydrolase 2		AT3G23810.1	MDP0000212365; MDP0000679173
novel_mir_392	nuclear factor Y, subunit A9	transcription factor	AT3G20910.1	MDP0000146933
novel_mir_392	nuclear factor Y, subunit A7	transcription factor	AT1G30500.2	MDP0000164531; MDP0000183865
			AT1G30500.1	MDP0000279028
novel_mir_392	nuclear factor Y, subunit A1	transcription factor	AT5G12840.1	MDP0000296077
novel_mir_422	related to *AP2* 4	transcription factor	AT1G78080.1	MDP0000401140; MDP0000633218
novel_mir_446	S-methyl-5-thioribose kinase		AT1G49820.1	MDP0000148984; MDP0000278395; MDP0000234656
novel_mir_477	aldehyde dehydrogenase 2B4		AT3G48000.1	MDP0000159395; MDP0000221713
novel_mir_477	5\′-3\′ exonuclease family protein		AT1G34380.2	MDP0000259472
novel_mir_477	OPC-8:0 CoA ligase1		AT1G20510.1	MDP0000716496
novel_mir_486	phospholipase D delta		AT4G35790.2	MDP0000125742
novel_mir_486	zinc knuckle (CCHC-type) family protein		AT5G43630.1	MDP0000147872; MDP0000196131
novel_mir_492	BRI1-associated receptor kinase		AT4G33430.1	MDP0000287771; MDP0000291093 ;MDP0000309283
novel_mir_495	ENTH/VHS/GAT family protein		AT1G06210.1	MDP0000320808
novel_mir_506	GDSL-like Lipase/Acylhydrolase superfamily protein		AT3G26430.1	MDP0000182713
novel_mir_89	NB-ARC domain-containing disease resistance protein		AT3G07040.1	MDP0000137113; MDP0000142444 ;MDP0000249156
				MDP0000662922; MDP0000242361
novel_mir_89	NB-ARC domain-containing disease resistance protein		AT3G14470.1	MDP0000206335; MDP0000241462 ;MDP0000243301
novel_mir_89	LRR and NB-ARC domains-containing disease resistance protein		AT3G14460.1	MDP0000196621
novel_mir_413	Squamosa promoter-binding protein-like (*SBP* domain) transcription factor family protein	transcription factor	AT1G69170.1	MDP0000119458; MDP0000146640; MDP0000171877
				MDP0000193702; MDP0000246046 ;MDP0000589558
				MDP0000778465
			AT5G50670.1	MDP0000142582; MDP0000176265; MDP0000210138
				MDP0000263766
novel_mir_329	myb domain protein 105	transcription factor	AT1G69560.1	MDP0000146675
novel_mir_329	C2H2-like zinc finger protein		AT1G75710.1	MDP0000179049
novel_mir_329	Frigida-like protein		AT5G27220.1	MDP0000179887
novel_mir_329	RNA-binding protein		AT2G43970.1	MDP0000266270

### GO and KEGG analyses of the degradome predicted target genes

A total of 58 GO terms from various biological processes were identified (Additional file 8). A total of 123 known miRNA targets were associated with processes such as the growth, regulation of developmental processes, hormone-mediated signaling pathways, and organ, flower and reproductive developmental processes, which are thought to be associated with the juvenile to adult transition. To better understand their biological functions, we also identified 44 GO terms for the predicted targets of the putative novel miRNAs (Additional file 9). They were associated with plant growth and development.

The GO analysis also revealed that the known miRNAs’ potential targets were associated with the biological processes of the juvenile to adult transition (Table 5). For example, the targets of mdm-miR156 and mdm-miR160 were associated with growth and flower development in plants. 

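All 8 gene models that Table 5 lists under growth and all 9 under flower development had a site of a known miRNA. Under growth, mdm-miR156 had a count of 52 at MDP0000146640, beside SPL2, and mdm-miR160 had sites at gene models of auxin response factors 16 and 17. Under flower development, the sites of mdm-miR156 were in MDP0000146640, SPL2 and SPL9, and those of mdm-miR172 had counts of 1112 and 476. No gene model under flower development had a site of mdm-miR160, but 3 of the 5 that Table 5 lists under floral organ development did: MDP0000131481, MDP0000221322 and MDP0000256621. The terms are those of Table 5, and no enrichment was tested here. Table 5 lists the paper's own targets from this library, so a site at each gene model checks the records and no more. Not every term was looked up, and MDP0000133746, which Table 5 lists under shoot development, had no record. From the GO terms of the genes with cleavage sites, the paper concludes that targets of known miRNAs take part in the change from juvenile to adult.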

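All 8 gene models that Table 5 lists under the auxin mediated signaling pathway and all 6 under the hormone-mediated signaling pathway had a site of a known miRNA. Besides the mdm-miR160 sites in auxin response factors, mdm-miR393 had a count of 796 at MDP0000125975, an F-box/RNI-like protein under both terms, and of 568 at gene models of auxin signaling F-box 2, under both, and F-box 3 (MDP0000268652), under the hormone-mediated pathway. The F-box 2 and F-box 3 gene models had the same sequence after the site, so their count of 568 may stand for 1 set of reads. The remaining sites under auxin were those of mdm-miR164, with a count of 845 at MDP0000298182 and MDP0000528658, both NAC domain containing protein 1, and of mdm-miR167 in auxin response factor 6.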

The targets of mdm-miR160 and mdm-miR393 were associated with AUX- and hormone-mediated signaling pathways, which play important roles in the reproductive growth of plants.

**Table 5:** **GO analyses showing that miRNAs from** ***Malus hupehensis*** **leaves potentially target the juvenile to adult transition-related biological processes**

miRNAs	GO biological process	GO ID	P value	Targets	Target number
156 ,160,162,398	growth	GO:0040007	0.0005	MDP0000146640,MDP0000155354,MDP0000131481,MDP0000221322;	8
				MDP0000256621, MDP0000187512, MDP0000308890,MDP0000193167	
166,167,393	developmental maturation	GO:0021700	2.60E-20	MDP0000005879; MDP0000126553,MDP0000319957,MDP0000137461	7
				MDP0000125975,MDP0000203334,MDP0000268652	
162,166,398	regulation of developmental growth	GO:0048638	1.20E-12	MDP0000187512,MDP0000943529,MDP0000426630,MDP0000308890	5
				MDP0000193196	
156, 162,166	developmental growth	GO:0048589	1.10E-09	MDP0000119458,MDP0000155354,MDP0000249364,MDP0000187512	5
				MDP0000005879	
160,164,167,393	auxin mediated signaling pathway	GO:0009734	1.90E-18	MDP0000131481,MDP0000221322,MDP0000256621,MDP0000298182;	8
				MDP0000528658,MDP0000319957,MDP0000125975,MDP0000203334	
159,160, 393	hormone-mediated signaling pathway	GO:0009755	5.10E-10	MDP0000147309,MDP0000131481,MDP0000221322,MDP0000125975,	6
				MDP0000203334,MDP0000268652	
159,160,399,858	response to abscisic acid stimulus	GO:0009737	3.0E-10	MDP0000147309,MDP0000131481,MDP0000256621,MDP0000143276	6
				MDP0000166425,MDP0000318013	
164,166,167,393	response to auxin stimulus	GO:0009733	3.10E-11	MDP0000298182,MDP0000005879,MDP0000319957,MDP0000125975	6
				MDP0000203334,MDP0000268652	
156,169,172,393	flower development	GO:0009908	6.30E-22	MDP0000146640,MDP0000155354,MDP0000297978,MDP0000164531,	9
				MDP0000296716,MDP0000137561,MDP0000125975,MDP0000203334	
				MDP0000268652	
160,166,167	floral organ development	GO:0048437	2.00E-23	MDP0000131481,MDP0000221322,MDP0000256621,MDP0000153538	5
				MDP0000268306	
156,393,858	androecium development	GO:0048466	1.60E-10	MDP0000146640,MDP0000155354,MDP0000297978,MDP0000249364,	14
				MDP0000125975,MDP0000203334,MDP0000268652,MDP0000143276	
				MDP0000140609.MDP0000931057	
156,393,858	stamen development	GO:0048443	1.60E-10	MDP0000146640,MDP0000155354,MDP0000297978,MDP0000249364,	14
				MDP0000125975,MDP0000203334,MDP0000268652,MDP0000143276	
				MDP0000140609.MDP0000931057	
172	specification of floral organ identity	GO:0010093	6.90E-06	MDP0000163645,MDP0000181606, MDP0000200319,MDP0000296716	5
				MDP0000137561	
156	anther development	GO:0048653	2.40E-05	MDP0000146640; MDP0000171877,MDP0000155354,MDP0000297978	6
				MDP0000322647,MDP0000249364	
172	floral organ formation	GO:0048449	0.00099	MDP0000163645,MDP0000181606, MDP0000200319,MDP0000296716	5
				MDP0000137561	
172	floral organ morphogenesis	GO:0048444	0.0038	MDP0000163645,MDP0000181606, MDP0000200319,MDP0000296716	5
				MDP0000137561	
166,167,169,858	regulation of flower development	GO:0009909	0.00012	MDP0000050082,MDP0000319957,MDP0000164531,MDP0000143276	5
				MDP0000887107	
156,160,164,166,	reproductive structure development	GO:0048608	8.20E-17	MDP0000146640,MDP0000155354,MDP0000297978,MDP0000131481,	8
				MDP0000221322,MDP0000256621,MDP0000298182,MDP0000005879	
167,168,169,172	reproductive process	GO:0022414	2.70E-13	MDP0000153538,MDP0000137461, MDP0000232417,MDP0000069525,	7
				MDP0000161046,MDP0000164531,MDP0000296716	
3627,393,398,858	reproductive developmental process	GO:0003006	3.70E-17	MDP0000133746,MDP0000258197,MDP0000125975,MDP0000203334	8
				MDP0000268652,MDP0000308890,MDP0000193167,MDP0000143276	
159,172	sexual reproduction	GO:0019953	0.14	MDP0000147309,MDP0000163645,MDP0000181606,MDP0000200319,	6
				MDP0000296716,MDP0000137561	
172	specification of organ identity	GO:0010092	6.90E-06	MDP0000163645,MDP0000181606, MDP0000200319,MDP0000296716	5
				MDP0000137561	
160,162,164	organ development	GO:0048513	3.10E-26	MDP0000131481, MDP0000221322,MDP0000256621,MDP0000273491,	7
				MDP0000187512,MDP0000298182, MDP0000528658	
156,159, 858	leaf development	GO:0048366	5.90E-12	MDP0000146640,MDP0000155354,MDP0000297978,MDP0000249364,	6
				MDP0000147309, MDP0000143276	
156, 3627,393	shoot development	GO:0048367	4.60E-13	MDP0000155354,MDP0000297978,MDP0000133746,MDP0000258197,	7
				MDP0000125975,MDP0000203334,MDP0000268652	
159,166, 858	leaf morphogenesis	GO:0009965	4.60E-13	MDP0000147309,MDP0000005879,MDP0000050082,MDP0000133817,	5
				MDP0000143276	
166,167,168	xylem and phloem pattern formation	GO:0010051	2.70E-14	MDP0000005879,MDP0000319957,MDP0000153538,MDP0000137461,	5
				MDP0000069525	
160, 393,828	root development	GO:0048364	7.60E-22	MDP0000131481, MDP0000221322,MDP0000256621,MDP0000125975	8
				MDP0000203334,MDP0000268652,MDP0000143276,MDP0000253904	
169,172,858	fruit development	GO:0010154	6.50E-06	MDP0000296077,MDP0000296716,MDP0000137561,MDP0000143276,	6
				MDP0000140609,MDP0000887107	
156,159,160	phyllome development	GO:0048827	1.80E-11	MDP0000155354,MDP0000297978,MDP0000249364,MDP0000147309	5
				MDP0000778465	
156,162, 858	tissue development	GO:0009888	5.30E-21	MDP0000146640,MDP0000155354,MDP0000297978,MDP0000187512,	5
				MDP0000143276	
164, 168,172	meristem development	GO:0048507	6.30E-27	MDP0000298182, MDP0000528658,MDP0000069525,MDP0000161046,	6
				MDP0000296716,MDP0000137561	
156,162,166	regulation of meristem development	GO:0048509	1.30E-08	MDP0000146640,MDP0000155354,MDP0000297978,MDP0000187512	6
				MDP0000005879,MDP0000126553	
164, 167,168	meristem structural organization	GO:0009933	8.40E-15	MDP0000298182,MDP0000550049,MDP0000232417,MDP0000069525,	5
				MDP0000305971	
162,166	meristem growth	GO:0035266	3.40E-10	MDP0000187512,MDP0000298182, MDP0000528658,MDP0000050082,	5
				MDP0000943529	

A total of 26 KEGG pathways were enriched for targets of known miRNAs (Additional file 10). The categories of plant hormone signal transduction and metabolic pathways contained the most targets, at 14.93%. 

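Additional file 10 lists 27 distinct gene models over its 26 pathways, and 12 of them had a site of a known miRNA in the deposited degradome records. All 10 gene models under plant hormone signal transduction had one, of mdm-miR160 or mdm-miR393. Of the 10 gene models under metabolic pathways, 1 had one, of mdm-miR156. The pathway terms are the paper's, and no enrichment was tested here.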

The majority of the targets were involved in starch and sucrose metabolism, and plant hormone signal transduction, which play important roles in plant growth and development. 

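Additional file 10 lists 2 gene models under starch and sucrose metabolism, and neither had a site of a known miRNA in the deposited records.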

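None of the 3 gene models listed under the p53 signaling pathway and none of the 2 under other glycan degradation had a site of a known miRNA. Under purine metabolism, 1 of the 2 gene models did, at the site listed for mdm-miR3627 and mdm-miR5225.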

A few of these targets were involved in the p53 signaling pathway, glycan degradation and purine metabolism, which may regulate metabolism and synthesis in plants. Additionally, we found that 13 of the 108 pathways containing targets of novel miRNAs were detected at significantly high abundance levels (*p < 0.05*) (Additional file 11). The majority of novel miRNA targets were associated with RNA polymerase or involved in plant-pathogen interactions and peptidoglycan biosynthesis.

### Identification by qRT-PCR of differentially expressed miRNAs and their targets in A and J leaves

To examine the expression levels of miRNAs and their targets during different developmental leaf tissue stages (3, 4, 5, 6, 7 and 8 months) between the A and J samples, as well as to confirm the sequencing results, we examined expression levels of 11 miRNAs and 16 targets by qRT-PCR (Figure 7). The up-regulation in J compared with A was confirmed for mdm-miR156 during leaf development (Figure 7A), while its targets, *SPL2* and *SPL9*, showed higher expression levels in A than in J from March to August, with their levels gradually increasing (Figure 7A). The qRT-PCR experiments also validated the deep-sequencing results of the down-regulation in J compared with A leaves for mdm-miR172, mdm-miR398a and mdm-miR398a in April, May and June (Figure 7B,H and I). The expression levels of mdm-miR172 targets *AP2* and *AP2-like* were significantly higher in J than in A leaves during early leaf development (from March to May); however, they were relatively low later (from June to August) (Figure 7B). The *DC19* (mdm-miR398a’s target) and *ADH2* (mdm-miR398b’s target) gene patterns were similar to those of *AP2* and *AP2-like* (Figure 7 H and I). mdm-miR160 and mdm-miR393 were up-regulated in J compared with A during the early leaf development stage (from March to June), while most of their targets showed significantly higher expression levels in A than in J. Additionally, we found that *AFB2* and *AFB3* (mdm-miR393’s targets) were detected in A but were almost undetectable in J leaves (May and June) (Figure 7C). The expression of *TIR1* (mdm-miR393’s target) was higher in A than in J during April, May and August, but was lower in A than in J during July and August (Figure 7C).

**Figure 7:**
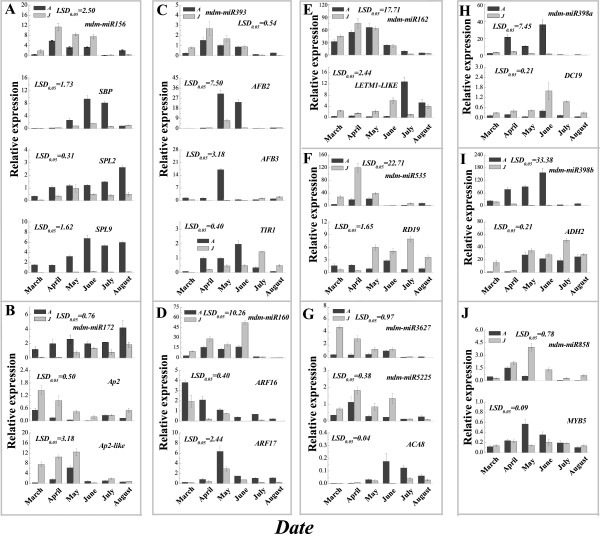
**Identification by qRT-PCR of miRNA and target expression patterns in** ***Malus hupehensis*** **leaves.** A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base. The expression of miRNAs and their targets in A and J leaves: mdm-miR156 **(A)**; mdm-miR172 **(B)**; mdm-miR393 **(C)**; mdm-miR160 **(D)**; mdm-miR162 **(E)**; mdm-miR535 **(F)**; mdm-miR3627and mdm-miR5225 **(G)**; mdm-miR398a **(H)**; mdm-miR398b **(I)**; and mdm-miR858 **(J)**.

Hierarchical clustering of known miRNAs and targets by expression levels in the A and J leaves of *M. hupehensis* resulted in six and five major clusters, respectively (Additional file 12). The miRNAs within cluster 1 (miR172 for A and J) typically displayed high expression levels during the later stages of leaf development (August), but miRNAs within cluster 6 (miR156, 169, 393 and 858 for A and miR156 and 5225 for J) displayed opposite results, with high expression levels during the early stages (April and May) (Figure 7 and Additional file 12A). Additionally, the targets of cluster 1 (*AP2* and *ARF16* for A and J, respectively) displayed high expression levels in the early stages of leaf development (March to April); however, the cluster 5 targets (such as *SPL9*, *SBP* and *TIR1*) showed the opposite results, with higher expression levels in later stages (July and August) (Figure 7 and Additional file 12B). These data suggest that the expression patterns of miRNAs and their targets, such as miR156 and *SPL9*, display opposite trends during leaf development.

### Identification by qRT-PCR of miRNA and target expression patterns in leaves of different ages

We validated miRNA and target expression profiles in leaves from the tops of trees of different ages (1, 2, 3, 4, 5 and 6 years old) via qRT-PCR (Figure 8 and Additional file 15). mdm-miR156 had significantly higher expression levels in younger (except 1-year-olds) than in older tree leaves (4, 5, and 6 years old) (Figure 8A), whereas its targets (*SBP*, *SPL2* and *SPL9*) had relatively higher expression levels in older tree leaves (5 and 6 years old) than in younger tree leaves (1 and 2 years old) (Figure 8B). Compared with the expression profile of mdm-miRNA156, mdm-miR172 showed a high expression level in older tree leaves (4-, 5- and 6-years-old) and this expression increased gradually in 1- to 6-year-olds (Figure 8A,B). A perfect inverse expression pattern was found for its targets, *AP2* and *AP2-like* genes, which were expressed higher in younger than in older tree leaves (Figure 8B). Mdm-miR160 exhibited strong expression in 1-year-old leaves and the expression decreased gradually in 1- to 6-year-olds, whereas its targets’ (*ARF16* and *ARF17*) expression increased to their highest levels in 4-year-olds but then decreased to relatively low levels in 5- and 6-year-olds (Figure 8D). The expression of mdm-miR393 could barely be detected in older tree leaves (4-, 5- and 6-year-olds) but was relatively high in young tree leaves (1, 2 and 3 years old) (Figure 8C). Interestingly, its targets (*AFB2*, *AFB3* and *TIR1*) had an inverse expression pattern that was higher in older leaves (4 and 5 years old) (Figure 8C).

**Figure 8:**
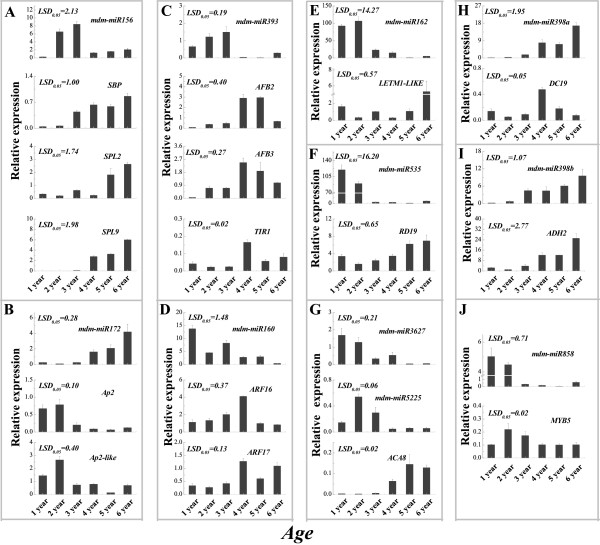
**Identification by qRT-PCR of miRNA and target expression patterns in** ***Malus hupehensis*** **leaves of different ages.** A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base. The expression of miRNAs and their targets in leaves of different ages: mdm-miR156 **(A)**; mdm-miR172 **(B)**; mdm-miR393 **(C)**; mdm-miR160 **(D)**; mdm-miR162 **(E)**; mdm-miR535 **(F)**; mdm-miR3627 and mdm-miR5225 **(G)**; mdm-miR398a **(H)**; mdm-miR398b **(I)**; and mdm-miR858 **(J)**.

Additionally, the hierarchical cluster analysis resulted in these known miRNAs and target genes forming three major clusters each, and it also showed that the expression levels of most known miRNAs were inversely correlated with those of the corresponding targets among leaves of different ages (Additional file 13).

### Identification by qRT-PCR of miRNA and target expression patterns in different tissues

Tissue-specific expression and hierarchical cluster analyses, which allowed known miRNAs and their target genes into three major clusters each (Additional file 14),revealed that miRNAs and their targets in different tissues (roots, stem, flower, leaves and fruit) presented a variety of expression patterns (Figure 9). The expression patterns of these miRNAs and their targets could be divided into four types: (1) mdm-miR156, mdm-miR160, mdm-miR535 and their targets, the *SBP*, *AP2*, *AP2-like*, *ARF16*, *AFB*, *DC19* and *RD19* genes, had the highest expression levels in roots but relatively low expression levels in fruit (Figure 9A,B,D,F and H); (2) mdm-miR393, mdm-miR398a, mdm-miR398b and their targets, the *SPL2*, *SPL9* and *ACA8* genes, were found to be expressed most abundantly in flowers but had relatively low expression levels in fruit and roots (Figure 9A,C,E,F,G and H); (3) mdm-miR172, mdm-miR162, mdm-miR162, mdm-miR5225 and their targets, the *ARF17*, *LETM1-LIKE* and *ADH2* genes, showed high expression levels in leaf tissue but relatively low levels were observed in stems (Figure 9B,D,E,G and I); (4) mdm-miR858 and mdm-miR3627 and their targets, the *TIR1* and *MYB5* genes, had high expression levels in fruit but low levels in stems (Figure 9C,G and J).

**Figure 9:**
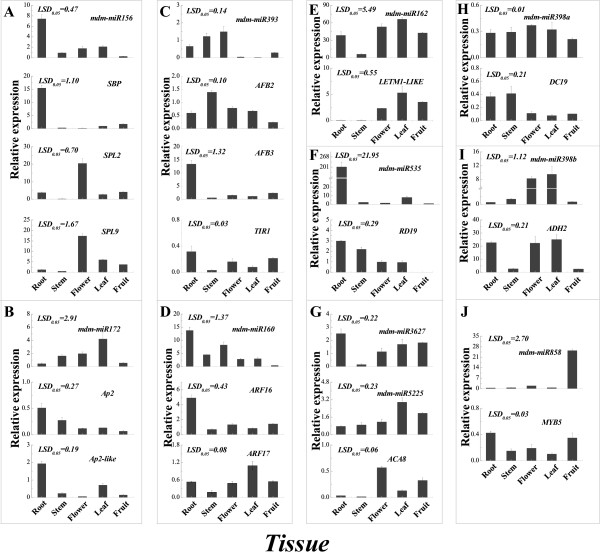
**Identification by qRT-PCR of miRNA and target expression patterns in different** ***Malus hupehensis*** **’ tissues.** A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base. Expression of miRNAs and their targets in different tissue: mdm-miR156 **(A)**; mdm-miR172 **(B)**; mdm-miR393 **(C)**; mdm-miR160 **(D)**; mdm-miR162 **(E)**; mdm-miR535 **(F)**; mdm-miR3627 and mdm-miR5225 **(G)**; mdm-miR398a **(H)**; mdm-miR398b **(I)**; and mdm-miR858 **(J)**.

### Identification of novel miRNA expression patterns in *M. hupehensis*by qRT-PCR

We have verified the expression of some novel miRNAs by qRT-PCR in A and J leaves of *M. hupehensis*, as well as leaves of different ages and different tissues (Additional file 15). Novel-miR486 and novel-miR492 were detected as up-regulated in J compared with A from April to June, while novel-miR207 and novel-miR329 showed significantly higher expression levels in J than in A from May to June. We also found that novel-miR207, 329, 486 and 492 had relatively higher expression levels in leaves from young trees than from older trees (Additional files 15 and 16). A tissue-specific expression analysis revealed that novel-miR329 and 492 expressed at a higher level in flower, while novel-miR486 had the highest expression in root (Additional files 15 and 16).

### Leaf morphology characteristics and hormone content analysis

To determine the characteristics of A and J during leaf development, we measured leaf length, width and area, and dry weight from March to August, all of which were significantly higher in A compared with J (Figure 10). Additionally, the leaf AUX content increased from March to July and then decreased in August for A. The pattern of AUX expression for J had a similar trend to A, but reached a peak in May, and the AUX content was significantly higher in A than in J during later leaf growth stages (May to August) (Figure 11A). The leaf CK content decreased gradually from March to August for both A and J, and was significantly higher in A than in J from March to June. However, the CK content was almost undetectable during July and August in both A and J leaves (Figure 11C). The leaf GA content was significantly higher in J than in A from April to May, but there was no significant difference at any other time (Figure 11B). The leaf ABA content was significantly higher in A than in J from March to May, but this was reversed in July and August (Figure 11D). The different levels of hormones between A and J leaves indicated that hormones play a vital role in leaf growth and development.

**Figure 10:**
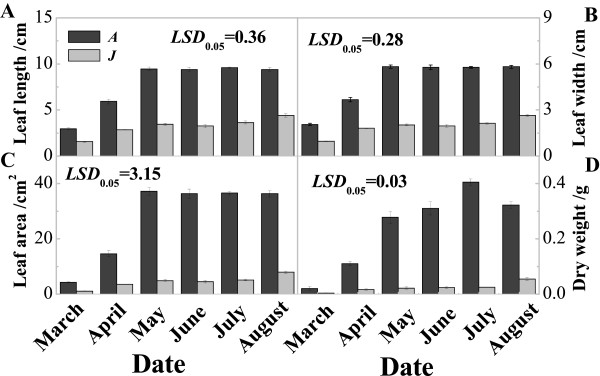
***Malus hupehensis*** **leaf characteristics in the adult and juvenile phases.** A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base. Leaf length **(A)**; Leaf width **(B)**; Leaf area **(C)**; and Dry weight **(D)**.

**Figure 11:**
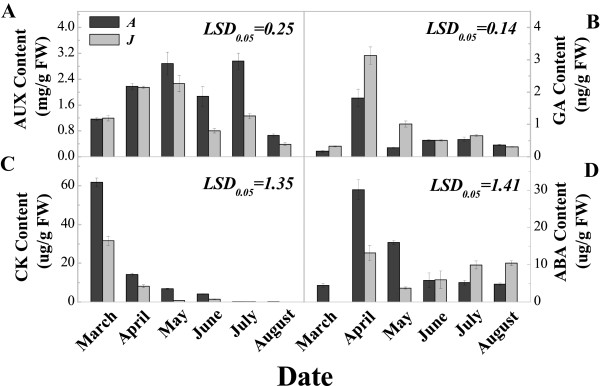
**Auxin (AUX), cytokinin (CK), gibberellic acid (GA) and abscisic acid (ABA) contents in adult and juvenile** ***Malus hupehensis*** **leaves.** A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base. AUX content **(A)**; GA content **(B)**; CK content **(C)**; and ABA content **(D)**.

## Discussion

Leaf morphology is very different between the juvenile phase at the base of the trees and the adult phase at the top of the trees. Our results showed that leaf traits, such as size and dry weight, were significantly higher in A than in J leaves (Figure 10), which was consistent with a previous study in *A. thaliana*[7]. Plant growth hormones, such as AUXs, CKs, GA and ABA, have important roles in leaf development during the transition from vegetative to reproductive growth [34]. Spraying exogenous GAs can cause a reversion from the adult to the juvenile vegetative phase, producing juvenile traits in newly formed leaves [29, 35]. The level of GA was higher in juvenile tissue than in adult tissue of trees [35], which was consistent with our results (Figure 11). In this study, AUX, CK and ABA contents were significantly higher in A than in J leaves, but the GA content showed the opposite result, indicating that hormone levels play an important role in the physiological processes surrounding the phase transition (Figure 11).

In this study, by constructing two sRNA libraries of *M. hupehensis* (*Pamp.*) Rehd. using high-throughput sequencing, we identified 207 known miRNAs that belonged to 42 miRNA families (Additional file 4). The majority were conserved in *A. thaliana* and peach [30, 32, 36]. Among them, 12 of 17 known miRNA families had higher expression levels in the J library than in the A library (Figure 5A and B), while others showed an opposite expression pattern (Figure 5C and D). Additionally, 172 novel miRNAs were identified based on the universal rules for novel miRNA prediction and annotation [37]. Of these, 42 were only expressed in the J library (Figure 6A) and 48 were expressed only in the A library (Figure 6C). The differential expression of known and novel miRNAs may involve various biological functions in the regulation of leaf development, phase transition and reproductive growth. Using degradome analysis, we also identified a total of 127 targets for 25 known miRNA families and 168 targets for 35 unique novel miRNAs (Additional files 6 and 7). The majority of these targets were relatively conserved in other species [1] and regulated a variety of biological processes involved in developmental growth, hormone-mediated signaling pathways, flower development and reproductive processes in plants.

Because we established only one miRNA library from juvenile leaves and one from adult leaf, our results are limited and may not include all of the differences present (Figures 3, 4, 5 and 6). A study on miRNA control of vegetative phase change in the gymnosperm *Sequoia sempervirens* and the identification of sRNAs also provide evidence supporting our results [1, 18].

The GO analyses revealed that miRNA targets were mainly associated with the juvenile to adult transition during plant development (Table 5). The majority of GO terms were associated with plant growth and development (GO:0040007, GO:0021700, GO:0048638 and GO:0048589), plant tissue growth and formation (GO:0010092, GO:0048366, GO:0048367, GO:0009965 and GO:0010051), meristem development (GO:0009888, GO:0048507 and GO:0009933) and hormone-mediated signaling pathways (GO:0009734, GO:0009755, GO:0009737 and GO:0009733), which are all involved in the juvenile to adult transition-associated biological processes (Table 5). The KEGG analysis also revealed that the genes targeted by known and novel miRNAs were largely involved in starch and sucrose metabolism, plant hormone signal transduction, p53 signaling and the glycan degradation pathway, which play important roles in the juvenile to adult transition and reproductive growth in plants (Additional files 10 and 11).

It was reported that miR156 regulated leaf development, showed juvenile characteristics when overexpressed in plants and had reduced expression levels in adult leaves [12, 38]. This was consistent with our results that the expression level of mdm-miR156 in the J library was significantly higher than in the A library (Figure 5). Additionally, miR156 regulated its targets, the SPL family, through translational inhibition and gene silencing in *A. thaliana*[39]. The overexpression of the targets *SPL3*, *SPL9* and *SPL15* resulted in increased cell numbers in leaves [7, 40]. This lead to an increased leaf size in plants overexpressing *SPL3* and *SPL9*. Additionally, the overexpression of *SPL9* and *SPL15* controlled shoot maturation and leaf initiation [41]. In this study, we confirmed the up-regulation of mdm-miR156 in J leaves compared with A leaves during leaf development (Figure 7A). However, two of its targets, *SPL2* and *SPL9*, showed higher expression levels in A than in J leaves (Figures 7A and 8A). Previous research also showed that *SPL9* was expressed in the vegetative shoot apices, although the expression level of miRNA156 was almost undetectable [42]. *SPL9*, as well as *SPL10*, expression levels in the leaf primordia affect the initiation of new leaves at the shoot apical meristem [40], while expression levels of *SPL2*, along with *SPL11*, control the leaf lamina shape during shoot maturation in the reproductive phase [8]. Additionally, mdm-miR156 was highly expressed in roots but had almost no expression in flowers; however, its targets, *SPL2* and *SPL9*, were more highly expressed in flowers than in other tissues (Figure 9A). Expression levels of miRNA156 and their targets were associated with the transition from vegetative to reproductive growth and the transition to flowering.

The increased expression of miRNA156 and decreased expression of its targets (*SPLs*) delayed flowering, whereas inhibiting miR156 expression accelerated flowering [43, 44]. Some genes involved in flowering were regulated by the expression levels of miRNA156 and their targets in plants. For example, miR156 regulates *FLOWERING LOCUS T* expression in apical meristem to control temperature-responsive flowering in *A. thaliana*[45]. *LFY*, *FUL* and *AP1* genes were directly activated by the miRNA-targeted *SPL3* to control the timing of flower formation in *A. thaliana*[13]. *SPL9* and *SPL3* also directly regulated and controlled MADS-box gene expression levels that promote flowering [40]. Our results showed that leaves in the juvenile phase were much smaller and had higher miRNA156 expression levels and lower *SBP, SPL2* and *SPL9* expression levels compared with adult leaves, implying that miRNA156 and its targets may play important roles in the juvenile to adult transition, leaf development and the transition to flowering.

Previous research showed that miR172 could promote flowering, but that its targets were floral repressors, such as *AP2-like*, *AP2*, *EAT1* and *EAT2*, which play important roles in the regulation of leaf traits in *A. thaliana*[44, 46]. miR172 may be involved in regulating the juvenile to adult transition during developmental stages [47, 48]. We also found that the sit-miR172 family members’ expression levels were significantly higher in adult leaves and flower tissues in olives (*Olea europaea* L.) [47]. In our study, the expression of mdm-miR172 family members was significantly higher in the A leaf library than in the J leaf library, implying that they were active in adult stage maintenance (Figure 5C). The qRT-PCR experiments also validated the deep-sequencing results of a down-regulation of mdm-miR172 in the J library compared with the A library during leaf development (Figure 7B). However, the expression levels of the targets *AP2* and *AP2-like* (mdm-miR172 targets) were significantly higher in the J than in the A leaves from March to May (Figure 7B). These expression trends were also detected in the leaves of trees of different ages (Figure 8B). Additionally, *AP2* and *AP2-like* genes exhibited their highest expression levels in roots but had relatively low expression levels in flowers (Figure 9B). Our research showed that miRNA172 and its targets participated in the regulation of the juvenile to adult phase transition and the formation of floral organs.

Plant hormones, as major regulators, have roles in leaf growth, juvenile to adult phase transitioning and flowering [19, 49, 50]. AUX is a key hormone that is important in hormone-mediated responses during plant development [51–54]. It has been reported that AUX response factors, *ARF16* and *ARF17*, are targets of miRNA160 and regulate various biological processes of plant development in *Arabidopsis*, maize and rice [55–57]. The expression level of miRNA160 was different between the on- and off-year, and its expression was higher in juvenile leaves than in mature leaves in olive trees [47]. In our study, we also found that mdm-miR160 was up-regulated in J leaves whereas its targets were up-regulated in A leaves, supporting the high-throughput data on miRNA160 (Figures 5B, 7D). mdm-miR160 exhibited high expression levels in young leaves, but *ARF16* and *ARF17* expressed higher in the relatively mature leaves (Figure 9D). Additionally, the AUX signal F-box genes *TIR1, AFB2* and *AFB3* were negatively regulated by miRNA393 [58, 59], confirming the high-throughput sequencing and qRT-PCR results. These showed that miRNA393 expressed highly in J leaves, while its targets showed almost no expression (Figures 5B, 7C). An exogenous AUX treatment could enhance miRNA393 transcription and induce miR393 accumulation, indicating miRNA393 regulated *TIR1* through a feedback control during the plant development process [60]. Our results showed that the AUX content and the expression of the targets (*ARF16, ARF17, TIR1, AFB2* and *AFB3*) of miRNA160 and miRNA393 were significantly higher in A leaves than in J leaves (Figure 7C and D), indicating an important contribution of hormone-mediated responses to leaf maturation, reproductive growth and the flowering transition.

We also found that other miRNA family members identified by high-throughput sequencing were differentially expressed between the A and J libraries (Figure 7). These results were corroborated by qRT-PCR (Figures 7, 8 and 9). The expression profiles of mdm-miR162, mdm-miR535, mdm-miR858, mdm-miR3727 and miR5225 were up-regulated in J leaves compared with A leaves during leaf development, while mdm-miR398a and mdm-miR398b were down-regulated in J leaves compared with A leaves, implying that these miRNAs may participate in the regulating leaf development and other biological processes (Figure 7F,G,H and I). Meanwhile, the expression profiles of their targets presented opposite results for A and J leaves, which was also supported by qRT-PCR results (Figure 7F,G,H and I). This was consistent with a previous study on cotton, which showed that the expression of miRNAs (398a and miR398b) and their targets (*RD19* and *ADH2*, respectively) had opposite expression patterns [61, 62]. The expression patterns of miR858 and their targets (MYB family) were also similar to those found in apple [22] and peach trees (Figures 8 and 9) [36].

## Conclusions

A comprehensive study on *M. hupehensis* miRNAs related to the juvenile to adult phase transition was performed. In this study, we identified 42 known miRNA families and 172 novel miRNAs from two sRNA libraries. Additionally, using a degradome analysis, we identified 127 targets of the 25 known miRNA families and 168 targets of the 35 unique novel miRNAs. A GO analysis showed that these miRNAs and their targets participated in regulating phase transition and reproductive growth during plant development. Our results showed that the juvenile to adult phase transition and flowering were controlled by mdm-miRNA156 and mdm-miRNA172. mdm-miR156 is highly abundant in J leaves and decreases in A leaves, while mdm-miR172 has the opposite expression pattern in the two leave types. The miRNA-mediated regulation of multiple plant hormone pathways, such as the GA, AUX, CK and ABA, also plays key roles in phase transition and flowering during the plant life cycle. The identification of the mdm-miR160–target (*ARF16* and *ARF17*) and mdm-miR393–target (*AFB2*, *AFB3* and *TIR1*) hormone-mediated expression patterns significantly improves our understanding of the roles miRNAs play in the regulation of plant growth, development, reproductive phase transition and flowering. In general, the combination of sRNA and degradome sequencing can better illustrate the profiles of hormone-regulated miRNAs and miRNA targets involved in complex regulatory networks, thus contributing to the understanding of miRNA functions during growth, phase transition and reproductive growth in perennial woody fruit trees.

## Electronic supplementary material

Additional file 1: **Targets of known miRNAs in** ***Malus hupehensis*** **identified by degradome analysis.**

Additional file 2: **Primer sequences of selected known and novel miRNAs and target genes for qRT-PCR validation experiments in** ***Malus hupehensis*** **.**

Additional file 3: **The length distribution of small RNAs in the** ***Malus hupehensis*** **juvenile leaf degradome library.**

Additional file 4: **Identified known miRNAs in** ***Malus hupehensis*** **and their read counts.**

Additional file 5: **Identified novel miRNAs in** ***Malus hupehensis*** **and their read counts.**

Additional file 6: **The total number of distinct transcripts targeted by unique known miRNAs detected in the** ***Malus hupehensis*** **.**

Additional file 7: **The total number of distinct transcripts targeted by unique novel miRNAs detected in the** ***Malus hupehensis*** **.**

Additional file 8: **GO functional analysis of identified targets of known miRNAs identified in the** ***Malus hupehensis*** **.**

Additional file 9: **GO functional analysis of identified targets of novel miRNAs identified in the** ***Malus hupehensis*** **.**

Additional file 10: **KEGG functional analysis of identified targets of known miRNAs identified in the** ***Malus hupehensis*** **.**

Additional file 11: **KEGG functional analysis of identified targets of novel miRNAs identified in the** ***Malus hupehensis*** **.**

Additional file 12: **Hierarchical clustering of known miRNAs (A) and targets (B) by expression levels in adult and juvenile leaves of** ***Malus hupehensis*** **.** Samples are reported on the top side of the heat map with the following codes: Date (from March to August). A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base.

Additional file 13: **Hierarchical clustering of known miRNAs (A) and targets (B) by expression levels in** ***Malus hupehensis*** **leaves of different ages.** Samples are reported on the top side of the heat map with the following codes: Age (from 1 to 6 years). A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base.

Additional file 14: **Hierarchical clustering of known miRNAs (A) and targets (B) by expression levels in different** ***Malus hupehensis*** **’ tissues.** Samples are reported on the top side of the heat map with the following codes: Tissues (root, stem, flower, leaf and fruit). A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base.

Additional file 15: **Hierarchical clustering of novel miRNAs with expression levels in adult and juvenile leaves of** ***Malus hupehensis*** **(A) in leaves of different ages (B) and in different tissues (C).** Samples are reported on the top side of the heat map with the following codes: Date (From March to August) (A); Age (from 1 to 6 years) (B); Tissues (root, stem, flower, leaf and fruit) (c). A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base.

Additional file 16: **Identification by qRT-PCR of novel miRNA expression patterns in adult and juvenile leaves of** ***Malus hupehensis*** **(A) in leaves of different ages (B) and in different tissues (C).** A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base.

## Abbreviations

AUX: Auxin
CK: Cytokinin
ABA: Abscisic acid
GA: Gibberellic acid
A: Adult
J: Juvenile.

# Supplementary material for: Genome-wide identification of vegetative phase transition-associated microRNAs and target predictions using degradome sequencing in Malus hupehensis
**Source:** BMC Genomics. 2014 Dec 17;15(1):1125. doi: 10.1186/1471-2164-15-1125
**Supplement:** Supplementary file 1 — Additional file 1: Targets of known miRNAs in Malus hupehensis identified by degradome analysis.

**Additional file 1. Targets of known miRNAs in Malus hupehensis identified by degradome analysis.**

# Supplementary material for: Genome-wide identification of vegetative phase transition-associated microRNAs and target predictions using degradome sequencing in Malus hupehensis
**Source:** BMC Genomics. 2014 Dec 17;15(1):1125. doi: 10.1186/1471-2164-15-1125

Additional file 3. The length distribution of small RNAs in the Malus hupehensis juvenile leaf degradome library.

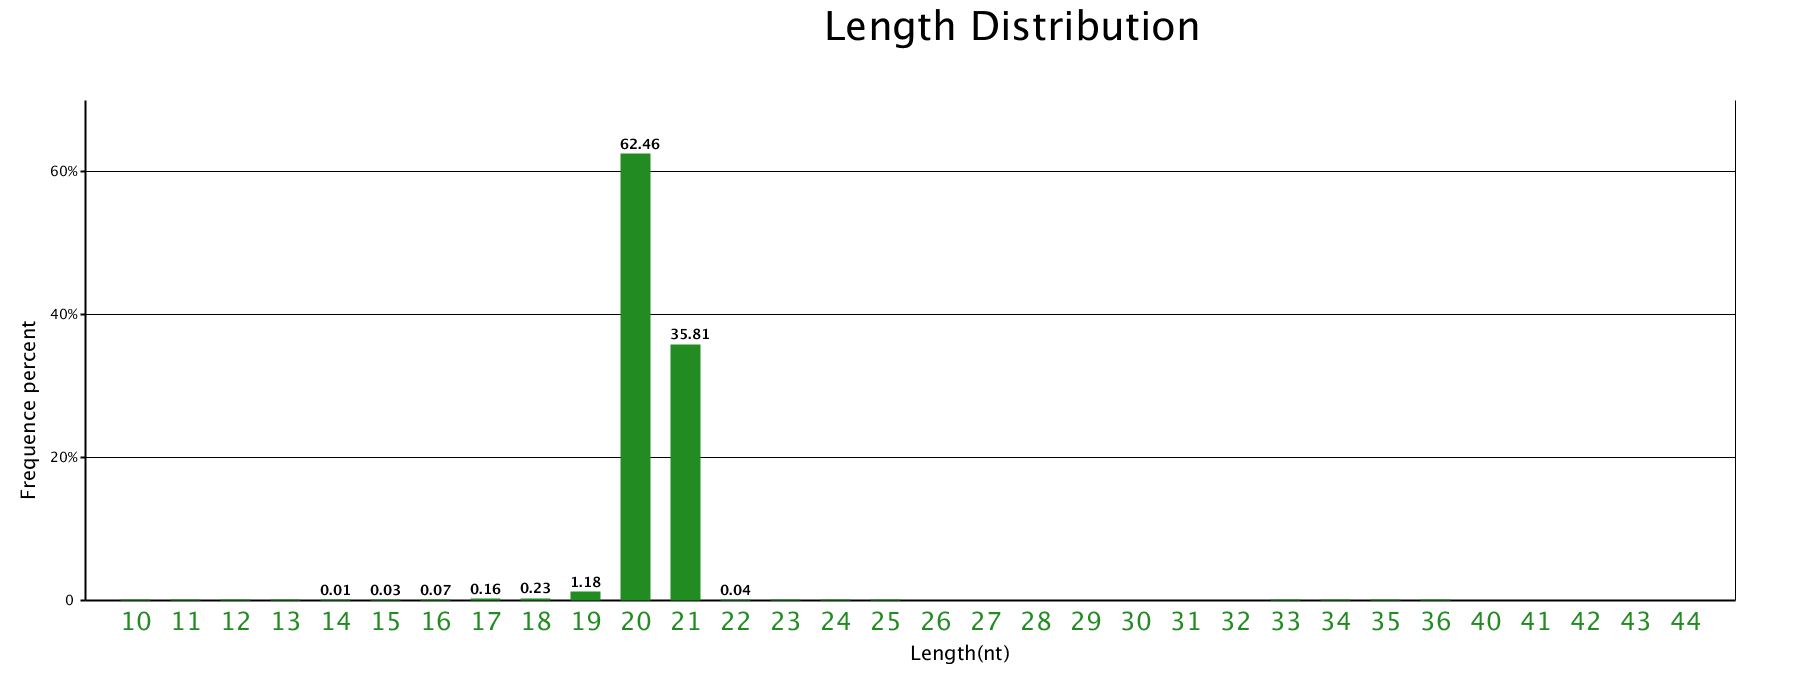

**Supplement:** Supplementary file 3 — Additional file 3: The length distribution of small RNAs in the Malus hupehensis juvenile leaf degradome library.

# Supplementary material for: Genome-wide identification of vegetative phase transition-associated microRNAs and target predictions using degradome sequencing in Malus hupehensis
**Source:** BMC Genomics. 2014 Dec 17;15(1):1125. doi: 10.1186/1471-2164-15-1125
**Supplement:** Supplementary file 4 — Additional file 4: Identified known miRNAs in Malus hupehensis and their read counts.

**Additional file 4. Identified known miRNAs in Malus hupehensis and their read counts.**

# Supplementary material for: Genome-wide identification of vegetative phase transition-associated microRNAs and target predictions using degradome sequencing in Malus hupehensis
**Source:** BMC Genomics. 2014 Dec 17;15(1):1125. doi: 10.1186/1471-2164-15-1125
**Supplement:** Supplementary file 5 — Additional file 5: Identified novel miRNAs in Malus hupehensis and their read counts.

**Additional file 5. Identified novel miRNAs in *Malus hupehensis* and their read counts.**

# Supplementary material for: Genome-wide identification of vegetative phase transition-associated microRNAs and target predictions using degradome sequencing in Malus hupehensis
**Source:** BMC Genomics. 2014 Dec 17;15(1):1125. doi: 10.1186/1471-2164-15-1125
**Supplement:** Supplementary file 12 — Additional file 12: Hierarchical clustering of known miRNAs (A) and targets (B) by expression levels in adult and juvenile leaves of Malus hupehensis . Samples are reported on the top side of the heat map with the following codes: Date (from March to August). A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base.

**Additional file 12**. Hierarchical clustering of known miRNAs (A) and targets (B) by expression levels in adult and juvenile leaves of *Malus hupehensis*. Samples are reported on the top side of the heat map with the following codes: Date (from March to August). A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base.

**A**

**Date**

**
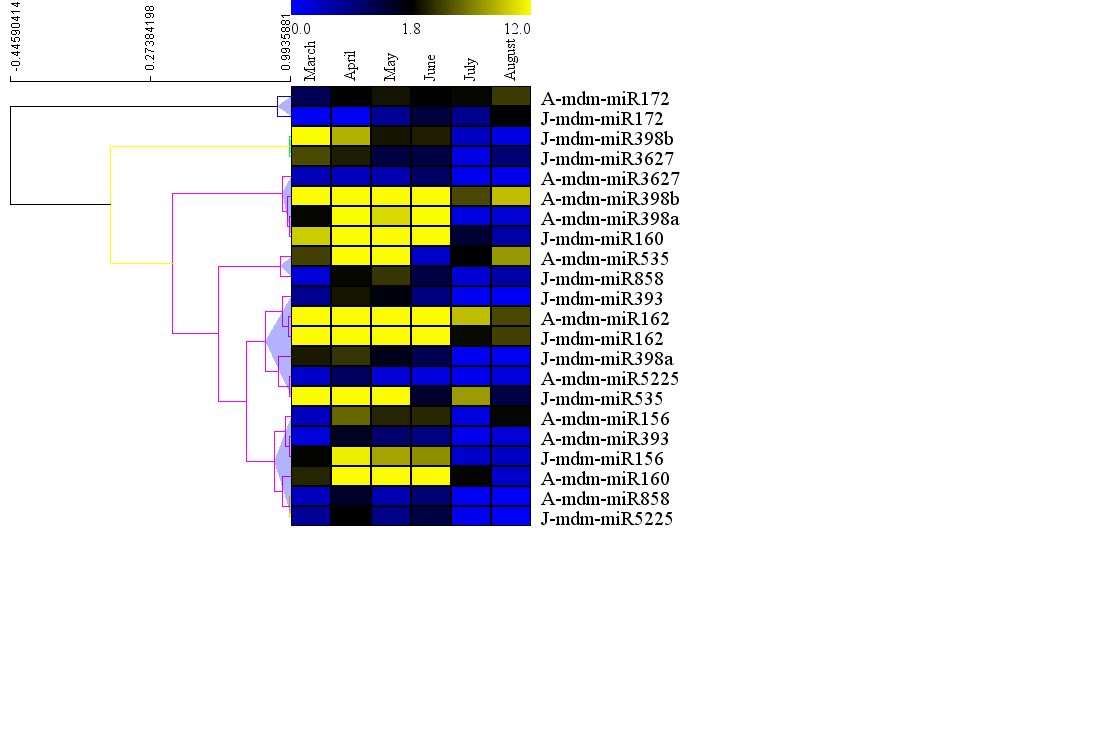
**

**5**

**6**

**4**

**3**

**1**

**2**

**B**

**Date**

**
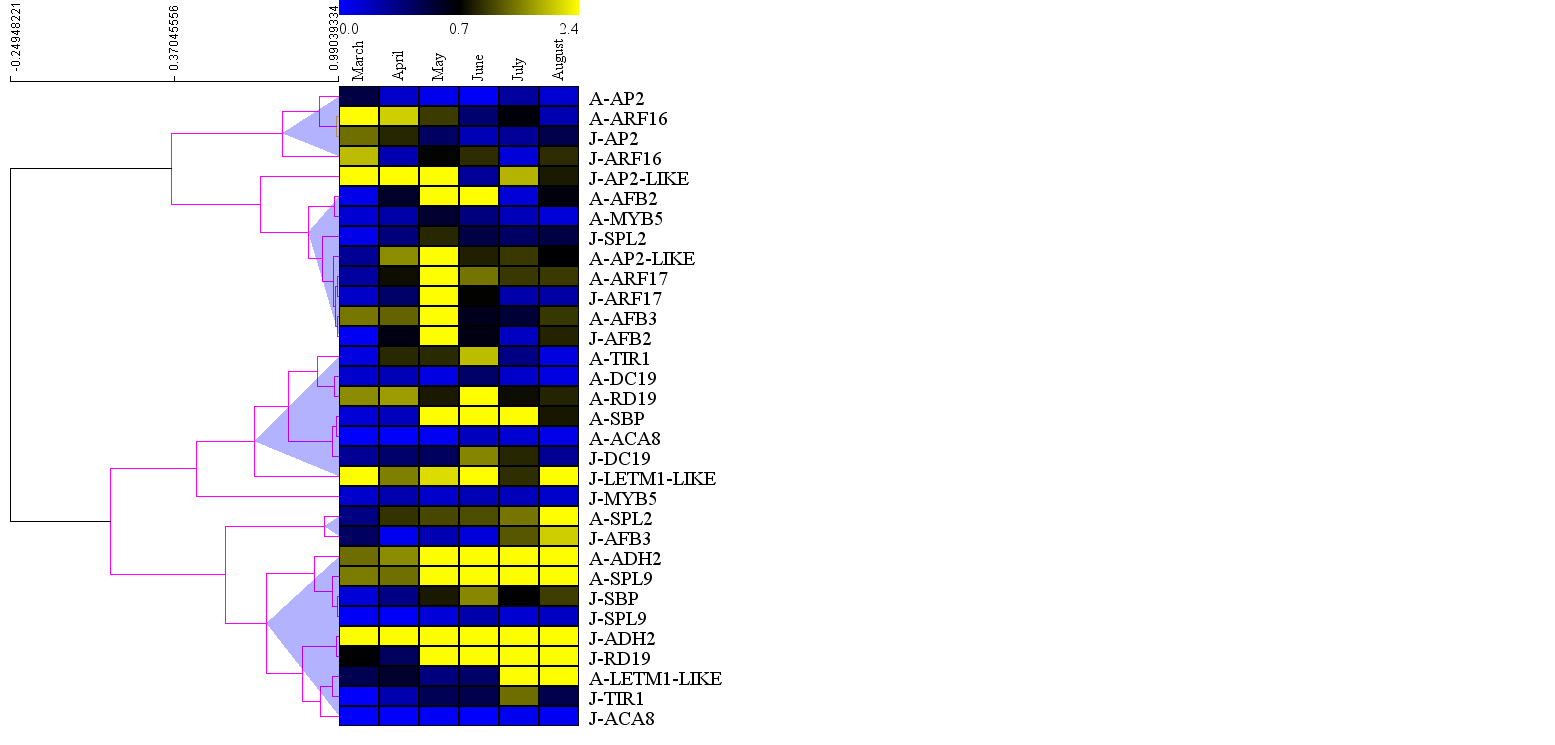
**

**3**

**5**

**4**

**2**

**1**

# Supplementary material for: Genome-wide identification of vegetative phase transition-associated microRNAs and target predictions using degradome sequencing in Malus hupehensis
**Source:** BMC Genomics. 2014 Dec 17;15(1):1125. doi: 10.1186/1471-2164-15-1125
**Supplement:** Supplementary file 13 — Additional file 13: Hierarchical clustering of known miRNAs (A) and targets (B) by expression levels in Malus hupehensis leaves of different ages. Samples are reported on the top side of the heat map with the following codes: Age (from 1 to 6 years). A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base.

**Additional file 13**. Hierarchical clustering of known miRNAs (A) and targets (B) by expression levels in *Malus hupehensis* leaves of different ages. Samples are reported on the top side of the heat map with the following codes: Age (from 1 to 6 years). A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base.

**Age**

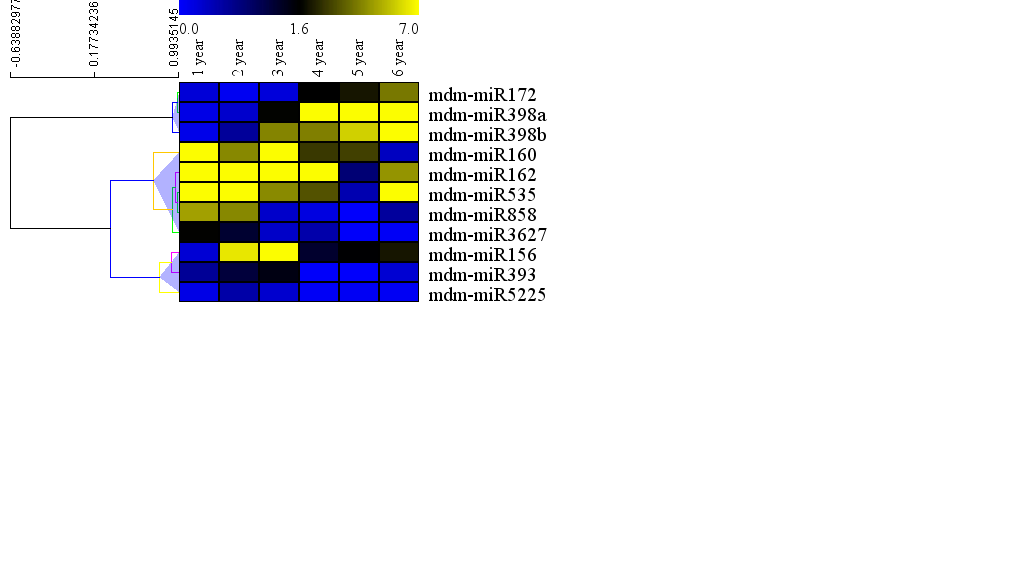

**Age**

**1**

**3**

**2**

**B**

**A**

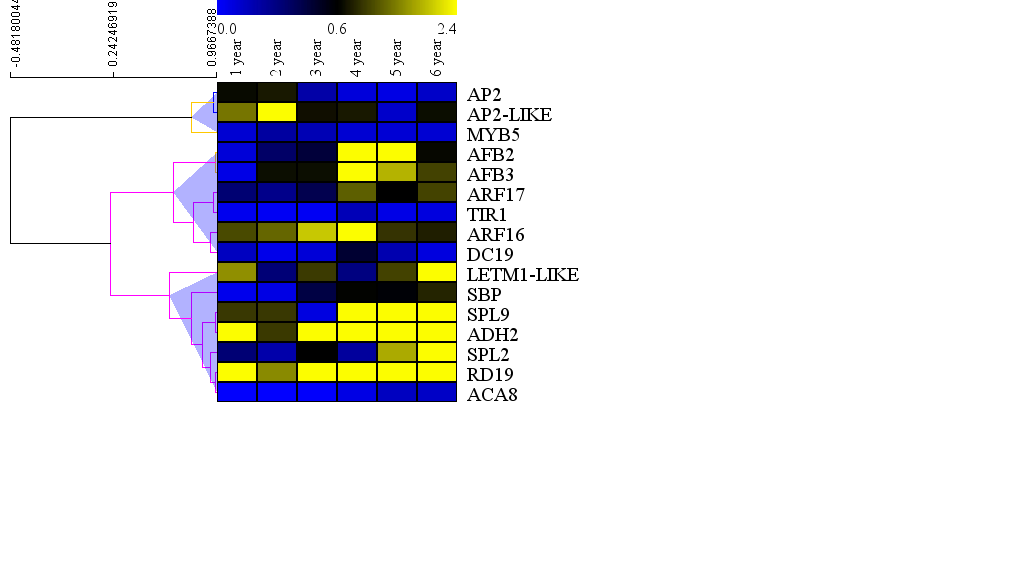

**3**

**2**

**1**

# Supplementary material for: Genome-wide identification of vegetative phase transition-associated microRNAs and target predictions using degradome sequencing in Malus hupehensis
**Source:** BMC Genomics. 2014 Dec 17;15(1):1125. doi: 10.1186/1471-2164-15-1125
**Supplement:** Supplementary file 14 — Additional file 14: Hierarchical clustering of known miRNAs (A) and targets (B) by expression levels in different Malus hupehensis ’ tissues. Samples are reported on the top side of the heat map with the following codes: Tissues (root, stem, flower, leaf and fruit). A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base.

**Additional file 14**. Hierarchical clustering of known miRNAs (A) and targets (B) by expression levels in different *Malus hupehensis*’ tissues. Samples are reported on the top side of the heat map with the following codes: Tissues (root, stem, flower, leaf and fruit). A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base

**A**

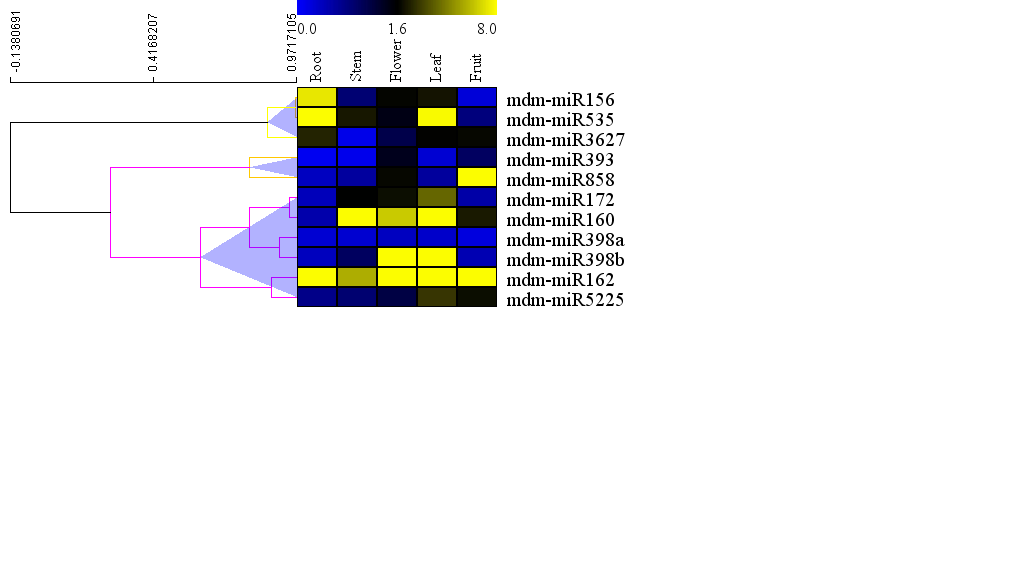

**3**

**2**

**1**

**B**

**Tissue**

**Tissue**

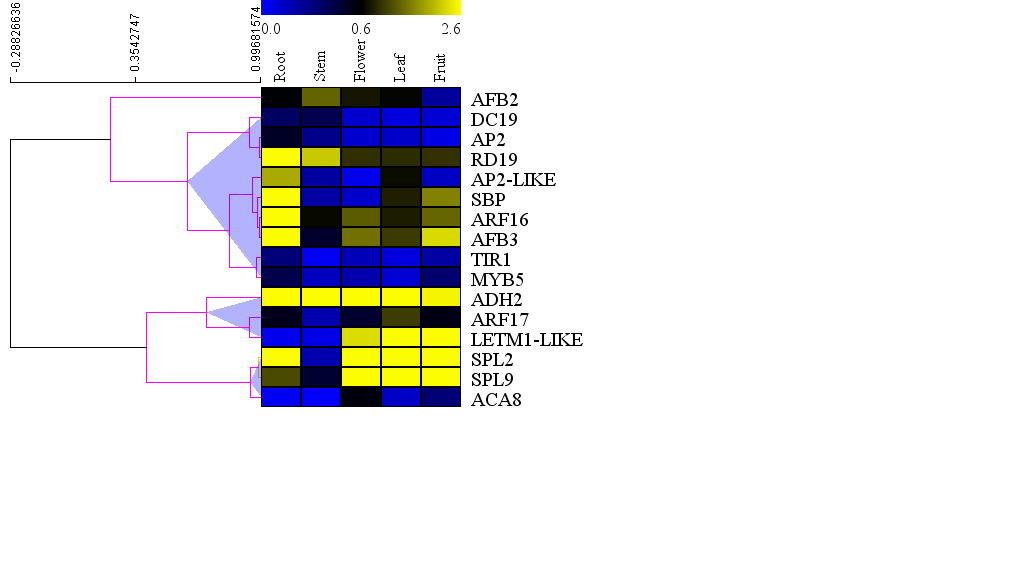

**3**

**2**

**1**

# Supplementary material for: Genome-wide identification of vegetative phase transition-associated microRNAs and target predictions using degradome sequencing in Malus hupehensis
**Source:** BMC Genomics. 2014 Dec 17;15(1):1125. doi: 10.1186/1471-2164-15-1125
**Supplement:** Supplementary file 15 — Additional file 15: Hierarchical clustering of novel miRNAs with expression levels in adult and juvenile leaves of Malus hupehensis (A) in leaves of different ages (B) and in different tissues (C). Samples are reported on the top side of the heat map with the following codes: Date (From March to August) (A); Age (from 1 to 6 years) (B); Tissues (root, stem, flower, leaf and fruit) (c). A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base.

**Additional file 15.** Identification by qRT-PCR of novel miRNA expression patterns in adult and juvenile leaves of Malus hupehensis (A) in leaves of different ages (B) and in different tissues (C). A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base.

# Supplementary material for: Genome-wide identification of vegetative phase transition-associated microRNAs and target predictions using degradome sequencing in Malus hupehensis
**Source:** BMC Genomics. 2014 Dec 17;15(1):1125. doi: 10.1186/1471-2164-15-1125

**Additional file 16**. Hierarchical clustering of novel miRNAs with expression levels in adult and juvenile leaves of *Malus hupehensis* (A) in leaves of different ages (B) and in different tissues (C). Samples are reported on the top side of the heat map with the following codes: Date (From March to August) (A); Age (from 1 to 6 years) (B); Tissues (root, stem, flower, leaf and fruit) (c). A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base.

**Date**

**A**

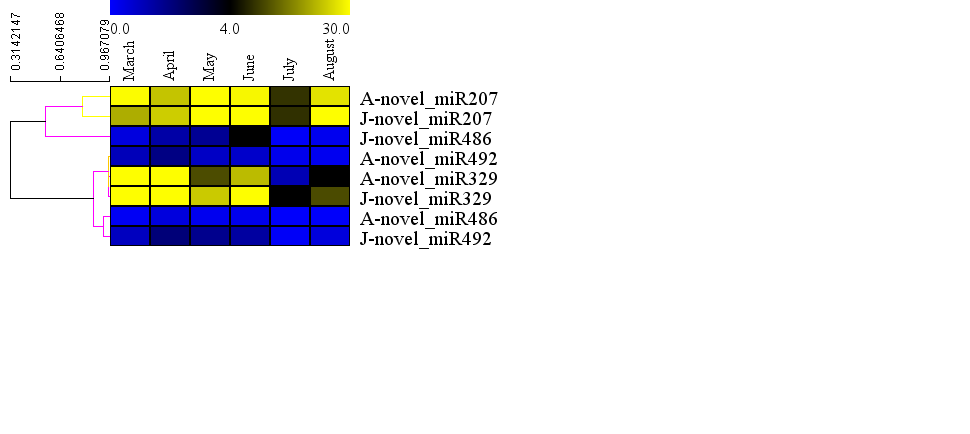

**B**

**Age**

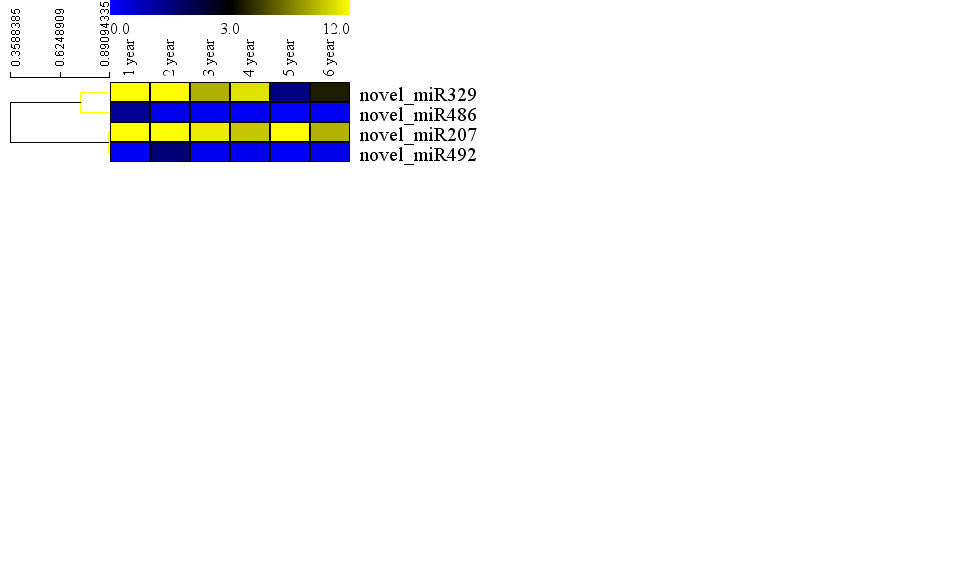

**C**

**Tissue**

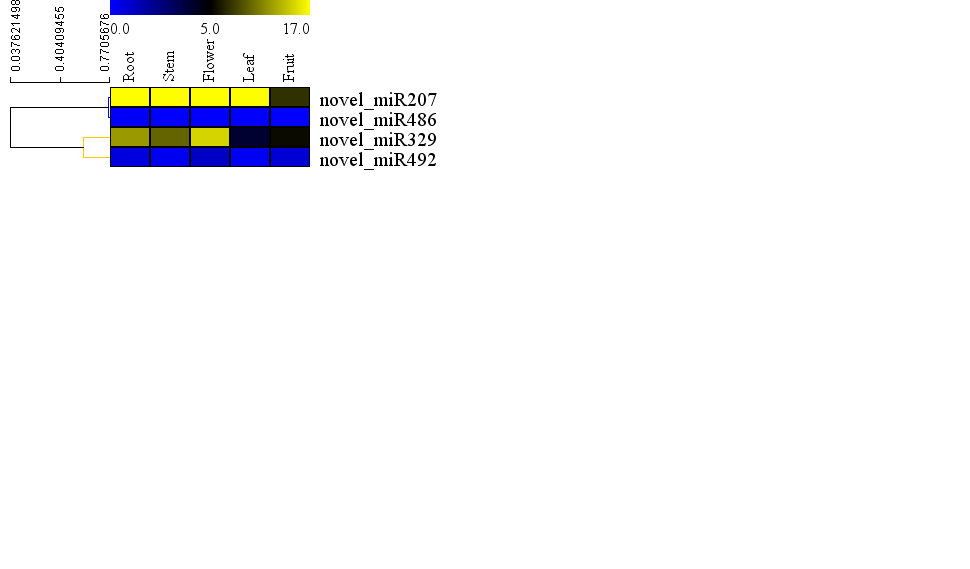

**Supplement:** Supplementary file 16 — Additional file 16: Identification by qRT-PCR of novel miRNA expression patterns in adult and juvenile leaves of Malus hupehensis (A) in leaves of different ages (B) and in different tissues (C). A: Adult phase leaves from the tree top; J: Juvenile phase leaves from the tree base.

How the deposited data were processed for this re-analysis (not part of the article)

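Adult (A) leaves were pooled from the tops and juvenile (J) leaves from the base of 18 6-year-old *Malus hupehensis* trees, giving 1 small RNA library per phase and 1 degradome library from J. No replicate exists for any condition, so no test of the phase and no spread between samples is given.

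For the small RNA libraries, the authors trimmed adapters, removed low-quality reads, kept reads of 18 to 30 nt, and deposited a raw read count for each of 380 entries, 208 of known miRNA names (1 name is listed more than once) and 172 of predicted miRNAs, with no normalization. The names came from Additional files 4 and 5. The depth of each library is the number of clean reads stated in the paper's text. In Table 1 the J column repeats the values of the A column, and it was not used. For the degradome, the authors matched fragments to the apple genome and paired the cleavage sites with miRNAs in PairFinder. The deposited score of each record is the authors' PairFinder penalty for mismatches in the pairing, from 0 to 4. The count at each site is the authors' value as well, and it was taken to be degradome reads that begin there, which the deposited file does not state. Each record holds 31 bases of the gene model, and the site was placed at base 15 of them because the 3 records whose site is base 15 of the gene model all begin with ATG.

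Names with 1 mature sequence were taken to share its reads, so each distinct sequence was counted once, at the largest count among its names, and families are sums over distinct sequences. The counts of such names can differ, as mdm-miR7121f with 19 reads in A and mdm-miR7121g with 632. The deposited counts are thus not all counts of the exact mature sequence, and the intervals do not cover how reads were assigned to names. Ratios of J over A use clean reads as the scale. Intervals are Clopper-Pearson 95% limits on the split of the reads, computed in SciPy 1.17.1 under Python 3.11.15 with numpy 2.4.6. A count of 0 of a known miRNA was taken to allow 3 reads when a bound was computed. No bound is given for predicted miRNAs, whose counts hold no value from 1 to 4. Changed sequences and families had a ratio of at least 2 or at most 0.5, an interval without 1, and 10 or more reads in a library. Figures were drawn in matplotlib 3.10.9.

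On simulated counts with the depths and levels of the real libraries, a rise of 4-fold in J was recovered in 100% of cases and 0% of unchanged sequences were called, over 20 repeats and among sequences with 50 or more reads to be drawn in a library. Sequences with fewer reads were left out of these rates. Over all sequences, the intervals held the simulated ratio in 95.8% of cases for the 85 known sequences and 96.4% for the 172 predicted ones. The simulation held counting error only.

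The scale, the rules for calls, the intervals and the alternatives were chosen before the deposited counts were analysed, apart from the alternatives for predicted miRNAs, which were added later. The supplementary tables hold the same counts and had been seen when the rule for naming was written. These choices are therefore not taken as blind to the counts. The alternatives scaled the libraries by known miRNA totals, by known miRNA totals without mdm-miR156 and mdm-miR535, by the median ratio of known sequences, by TMM in edgeR 4.0.16 (R 4.3.3), or not at all. Others changed the read minimum, the ratio and the way members are summed. For targets, they changed the smallest site count, the highest score, and whether the site had to lie opposite base 10 of the miRNA.

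Sequences and targets to be named were picked by rule. These were the families, miRNAs and genes the paper names at the sentence a passage is attached to, the 5 known sequences with the largest and the 5 with the smallest ratio among those with 50 or more reads in all, and the 10 gene models with the largest site counts in each set. The supplementary tables of counts and targets had been seen when the rule was written. The ratios of mdm-miR169, mdm-miR319 and mdm-miR394, the targets of mdm-miR482, and novel_miR267 were singled out after their values were seen, though the paper names mdm-miR319 among miRNAs with few reads.

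Quantitative PCR, hormone levels and leaf morphology were not analysed here. The GO terms were taken from Table 5 and the KEGG pathways of known targets from Additional file 10. The gene lists of Additional files 8 and 11 are incomplete in the copies at hand and were not used here, and the GO terms of Additional file 9 were not analysed here.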

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

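The test on shared reads at the mdm-miR482 sites, and the use of the other scalings to weigh an explanation, were tests chosen after the results were seen, while the scalings themselves were set earlier.

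The paper's lists of families that differ or do not differ between the libraries leave out 7 of the 38 families with 10 or more reads, and 3 of these 7 were called higher in J. They were mdm-miR169, with 2 reads in A and 20 in J and a ratio of 12.0 (95% interval 2.91 to 106), mdm-miR319, with 0 and 20 reads, at least 7.98-fold higher against a floor of 3 reads in A if counting error in J is left aside (exact 95% lower limit of the ratio 5.91), and mdm-miR394, with 2 and 13 reads and a ratio of 7.78 (1.76 to 71.0). The mdm-miR169 sum joins sequences with 0 and 5, 1 and 7, and 1 and 8 reads in A and J. None of them was called alone. Over 5 other scalings the smallest lower limit of the interval was 1.24 for the family sums of mdm-miR169 and mdm-miR319. For these 2 sums this argues against library scaling as the whole cause. For mdm-miR394 the smallest lower limit was 0.750, under known miRNA totals, so for this family scaling and a difference between the libraries cannot be told apart at these counts. Reads shared between similar sequences were not tested for mdm-miR169 and mdm-miR319, whose sequences do not contain each other, and cannot apply within mdm-miR394, which has 1 distinct sequence. A difference between library preparations was not tested. A difference between the phases stays open and untested, since each phase has 1 library.

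Among targets, 30 gene models had a site of mdm-miR482 with counts from 36 to 80, above the smallest listed count of 25, all opposite base 10. Neither the text nor Table 3 names any of them. The 30 sites made 3.75 sites per distinct pair of count and sequence from the site onward, against 1.79 for the other known families, so reads shared between near-identical genes may account for part of the number. What is left is 8 distinct pairs of count and sequence. No biological explanation was tested, since the degradome covers J only.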

How the results depend on the processing

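The tests on predicted miRNAs were chosen after the result was seen, and those on known miRNAs and targets were set earlier. No paired analysis was possible because the leaves of all trees were pooled into 1 library per phase.

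Under the clean-read scaling, 27 sequences were called, 22 higher in J and 5 in A (81.5% in J). The split was 10 and 22 (31.3%) under known miRNA totals, 13 and 13 (50%) both with the median ratio set to 1 and under edgeR TMM, 15 and 8 (65.2%) under known totals without mdm-miR156 and mdm-miR535, and 17 and 8 (68%) without scaling. A ratio of 4 left 15 sequences, and counting each name gave 75, because names share sequences. Of families, 19 were called, 15 in J and 4 in A (78.9%). Under the same scalings the splits were 6 and 12 (33.3%), 7 and 7 (50%) for the median and TMM, 9 and 6 (60%), and 11 and 6 (64.7%). A ratio of 4 left 9 families.

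The ratio of mdm-miR156, 20.1, became 8.56 under known miRNA totals, 12.5 with the median ratio set to 1, 12.7 under TMM, 16.3 without mdm-miR156 and mdm-miR535 and 16.8 without scaling. It was 10.9 as a sum over all names and 36.3 for the largest member alone. In the same order of scalings, mdm-miR172, at 0.556, became 0.237, 0.345, 0.351, 0.449 and 0.464. It was called higher in A under these 5, as was mdm-miR399, but all 5 lower the J over A ratio.

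The ratios of 59 families, named sequences and named predicted miRNAs were recomputed under each other scaling. Each multiplies all of the clean-read ratios by the same factor, which is below 1 for every one of these scalings. Of those called different under clean reads, 6 went from above to below 1, all under known miRNA totals: mdm-miR393 (0.922), mdm-miR396 (0.954), mdm-miR858 (0.865), mdm-miR7120 (0.979), novel_miR149 (0.985) and novel_miR302 (0.920). Of the 295 values, 96 lay within the interval of the clean-read ratio, 3 of them on the other side of 1. A further 193 lay outside it, and 37 of these crossed 1, all for families not called under clean reads. Predicted miRNAs that the paper does not name were not among the 59, and others of them with a ratio only just above the limit also fall below 1 under known miRNA totals.

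Of predicted miRNAs with reads in both libraries, 22 were higher in J and 6 in A. These became 3 and 33 under known miRNA totals, 5 and 16 with the median ratio set to 1, 6 and 16 under TMM, 12 and 9 without mdm-miR156 and mdm-miR535, and 13 and 9 without scaling. In reads in place of RPM, 32 in place of 5 were above 100 and 172 in place of 24 reached 10.

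Counting distinct mature sequences gave 80 known miRNAs with reads in place of 197 names. A score of at most 2 left 46 of 129 known targets. Of 168 targets of predicted miRNAs, 78 had a site count of at least 50, 89 a score of at most 3, 48 a score of at most 2, and 42 a site opposite the 10th base. Except where the counting of shared sequences or a filter sets the number, the cause was not tested.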

Differences from the paper's values

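The settings in this part for predicted miRNAs and the comparison with Tables 3 and 4 were tests chosen after the result was seen.

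The paper gives 446 as the largest frequency of a known miRNA, and the largest deposited count was 446199. The digits of the paper's value are the leading digits of the count. No alternative set before the deposited counts were analysed applies to it.

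The paper states 10 reads per 1000000 as its minimum for predicted miRNAs and reports 172 of them, whereas 24 reached 10 RPM here. The paper gives 31 predicted miRNAs above 100 RPM, and 5 were above it here. No alternative set before the deposited counts were analysed applies to either value. With reads in place of RPM, a setting chosen after seeing the values, 172 reached 10 and 32 were above 100, and it drops none of the paper's 172. The paper does not name its 31, so those dropped cannot be counted.

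The paper calls mdm-miR172 higher in A. Its ratio was 0.556 (95% interval 0.544 to 0.568), lower in J but short of the limit of 0.5. It was called under known miRNA totals, with the median ratio set to 1, under edgeR TMM, without mdm-miR156 and mdm-miR535, without scaling and with a ratio of 1.5. The scalings among these settings all lower the J over A ratio. Of the 12 families the paper calls higher in J, the clean-read scaling called 12, and the first 5 of those settings, in the same order, called 4, 4, 4, 6 and 8. The number of changed families equals the paper's 17 without scaling, where 13 of them are families the paper calls, and the number higher in J equals the paper's 12 with at least 50 reads in 1 library. The number higher in A equals the paper's 5 with a ratio of 1.5, with mdm-miR172 as the fifth, and as a sum over all miRNA names, with mdm-miR399 as the fifth. By the ratio alone, chosen after seeing the values, the number of similar predicted miRNAs is the paper's 52, and it drops none of the predicted miRNAs the paper names as similar or as higher in J. The same setting gives 24 higher in J, against the paper's 21 and 22 with the interval and the read minimum.

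The paper ranks novel_miR22, novel_miR276 and novel_miR275 highest among predicted miRNAs. By the larger count the first 2 matched, with 10433 and 7927 reads, but novel_miR116 (5562) and novel_miR302 (1877) came before novel_miR275 (1835). In the A library alone the order was the one the paper gives.

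The paper lists mdm-miR408 as above 10000 reads in each library, but as a sum over distinct sequences it had 5964 in J. As a sum over all miRNA names it had 15768 in J, above the limit. The other families of that list were above it in both.

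The paper lists mdm-miR191 and mdm-miR483, and no deposited name carries either number. It names mdm-miR858 with mdm-miR3627 at the Ca2+-ATPase gene, where mdm-miR3627, mdm-miR5225 and novel_miR116 were listed and mdm-miR858 was not.

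Of the 88 pairs of miRNA and gene model in Table 3, 85 had a record, and of the 87 in Table 4, 86 had one. The 4 pairs without a record were mdm-miR3627 with MDP0000133746 and MDP0000231744 (AT hook), mdm-miR398 with MDP0000152817 and novel_miR329 with MDP0000179887.

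The paper places most targets of known miRNAs in hormone signal transduction together with starch and sucrose metabolism. Of the 27 gene models in Additional file 10, 10 are listed under the first and 2 under the second.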

Other observations

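The tests on families not called, on counts of 0, on overlapping pairs, on shared sites and on missing counts, and the use of the other scalings to weigh an explanation, were chosen after the results were seen, while the scalings, the merging of contained sequences and the test of short repeats as a reason for the few sites opposite base 10, apart from the intervals by which it is judged, were set earlier.

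More families were higher in J than in A, 15 against 4. Of the 19 families with 10 or more reads that were not called, 15 (78.9%) had a ratio above 1 under clean reads as well, so a general rise of known miRNA reads in the J library may account for part of the excess. Setting the median ratio to 1 balances the ratios by its construction and was not used to weigh this. The known miRNA reads were 4.83% of clean reads in A and 11.4% in J, but without mdm-miR156 and mdm-miR535, which hold most of this difference, they were 4.48% and 5.55%. Whether the rise comes from the phase, from the place of the leaves on the tree or from the preparation of 1 library was not tested.

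For mdm-miR156 the smallest lower limit of the interval over 5 other scalings was 8.46, which argues against library scaling as the whole cause of its higher reads in J. A difference between library preparations and a difference between the phases stay open in these counts, since each phase has 1 library. The paper also reports more mdm-miR156 in J than in A leaves by quantitative PCR, which was not analysed here. The mdm-miR156 sequences at 158 reads in A and 7244 in J are 20 nt and 21 nt long, the shorter contained in the longer, with the same counts. Reads for both appear once each, and their sum counts reads again if these are the same reads. With contained sequences merged, the family ratio was 19.9.

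Of the counts of predicted miRNAs below 5, 100% were 0, against 54.8% for known sequences. A count of 0 may thus stand for a sequence not called in that library, and the 42 and 48 predicted miRNAs with reads in 1 library may hold some that have a few reads in the other. In 3 pairs of predicted miRNAs, one with reads in A only and one with reads in J only overlap over most of their length: novel_miR38 and novel_miR363 (21 nt, with 20 reads in A and 19 in J), novel_miR118 and novel_miR409 (20 nt, 23 and 29) and novel_miR237 and novel_miR455 (21 nt, 123 and 59). A difference between the phases stays open and untested.

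The 333 gene sites of novel_miR329 and novel_miR110 made 15.1 sites per distinct pair of count and sequence from the site onward, against 1.99 for known miRNAs. Reads from short repeats counted at several gene models may account for most of their 89 gene models. No biological explanation was tested.

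Few sites of predicted miRNAs lay opposite base 10. A site was counted as inside a 3-base repeat when the 31 bases listed around it held one of at least 12 bases. Outside 3-base repeats the share was 23.4% of 128 sites (exact 95% interval 16.4 to 31.7). For known miRNAs it was 81.1% (74.2 to 86.9), where a site opposite base 10 of any family member counts. With the record of each member counted apart, the known share was 54.9%, still above the interval of the predicted sites outside repeats. This argues against sites in these repeats as the whole cause. Inside these repeats the share of predicted sites was 4.17% of 551. Outside them it was 6.41% of 78 without the 7 predicted miRNAs whose sites are those of known families. What else lowers the share was not tested. No biological explanation was tested.

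Those 7 predicted miRNAs are novel_miR116, novel_miR156, novel_miR160, novel_miR262, novel_miR268, novel_miR392 and novel_miR413. Their 26 gene models all have the site of a known family, and 16 to 20 bases of the predicted sequence match a member of it. The cause was not tested.

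Of the 34 predicted miRNAs with sites in the J degradome, 14 have no small RNA count, and 35 gene models are listed for these alone. A further 2, novel_miR11 and novel_miR156, have 34 and 19 reads in A and 0 in J, with 5 gene models. Among known families with sites, mdm-miR399 has 4 reads in J and mdm-miR828 has 1. The cause was not tested.

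Additional file 1 lists 70 gene models, of which 6 have a site of a known miRNA in the deposited records. It lists 12 gene models for mdm-miR482, none of them with a mdm-miR482 site. The cause was not tested.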
